# Cbl-b deficiency provides protection against UVB-induced skin damage by modulating inflammatory gene signature

**DOI:** 10.1038/s41419-018-0858-5

**Published:** 2018-08-06

**Authors:** Tej Pratap Singh, Pablo A. Vieyra-Garcia, Karin Wagner, Josef Penninger, Peter Wolf

## Abstract

Exposure of skin to ultraviolet (UV) radiation induces DNA damage, inflammation, and immune suppression that ultimately lead to skin cancer. However, some of the pathways that regulate these events are poorly understood. We exposed mice to UVB to study its early effects in the absence of Cbl-b, a known suppressor of antitumor immune response in the skin. Cbl-b^−/−^ mice were protected from UV-induced cell damage as shown by the lower number of cyclobutane pyrimidine dimers and sunburn cells in exposed skin compared to wild-type mice. Microarray data revealed that deficiency of Cbl-b resulted in differential expression of genes involved in apoptosis evasion, tumor suppression and cell survival in UV-exposed skin. After UVB, Cbl-b^−/−^ mice upregulated gene expression pattern associated with regulation of epidermal cell proliferation linked to Wnt signaling mediators and enzymes that relate to cell removal and tissue remodeling like MMP12. Additionally, the skin of Cbl-b^−/−^ mice was protected from chronic inflammatory responses and epidermal hyperplasia in a 4-weeks UVB treatment protocol. Overall, our results suggest a novel role for Cbl-b in regulating inflammation and physiologic clearance of damaged cells in response to UVB by modulating inflammatory gene signature.

## Introduction

Chronic exposure to ultraviolet (UV) irradiation is the leading cause of skin cancer including melanoma, squamous and basal cell carcinoma^1,2^. By the impingement of UV radiation, skin develops DNA photoproducts (PPs) such as cyclobutane pyrimidine dimers (CPDs) and 6–4PPs^3^. If such products are not eliminated by the repair mechanisms of the skin, mutations and subsequently cancers may arise^2^. The mechanisms that protect skin from the potential consequences of UV-induced DNA lesions involve active DNA repair by nucleotide excision, base excision and mismatch repair or as last resort induction of apoptosis and removal of cells with damages in their genome^3^. Additionally, genes involved in modulation of innate and adaptive immune responses including Cbl-b, may also play an important role in the immunomodulatory and carcinogenic effects of UVB exposure^3–5^. Cbl-b is a member of the mammalian Cbl family of proteins, a group of E3 ubiquitin ligases that consist of c-Cbl, Cbl-b, and Cbl-3. Cbl-b is a negative regulator of T-cell receptor signaling and its deficiency leads to spontaneous autoimmunity^6,7^. Moreover, Cbl-b is a modulator of many biological processes such as the induction of immune tolerance and antitumor immunity^8^. In addition, it has been demonstrated that Cbl-b-deficient mice developed fewer UVB-induced skin malignancies by spontaneously rejecting tumor cells in a CD8^+^ T-cell and NK-cell dependent manner^4,6,7^. Nevertheless, the role of Cbl-b in the early events that follow UVB exposure (relevant for the subsequent carcinogenic effect of sunlight) has not been evaluated. In the present work, we irradiated Cbl-b^−/−^ and wild-type (WT) mice with UVB to study the early responses of exposed skin in the absence of this ubiquitin ligase.

## Results

### Cbl-b-/- mice carry fewer UVB-induced SBCs and DNA PPs

Cbl-b participates in the rejection of UVB-induced tumor cells by enhancing cytotoxic immune responses mediated by tumor specific CD8^+^ cells^9^. We hypothesized that upon UVB irradiation, Cbl-b is highly upregulated and participates in the immunomodulatory effects of UVB in exposed skin. To evaluate the expression of Cbl-b in response to UVB, WT mice were irradiated with 80 mJ/cm^2^ of UVB (Fig. 1a). Samples of dorsal skin taken 24 h after UV exposure showed that cells mainly from the superficial dermis expressed cytoplasmic Cbl-b (Fig. 1b). Moreover, human skin irradiated with twice the minimal erythema dose of UVB also had Cbl-b^+^ cells infiltrating the superficial layer of the dermis (Suppl. Fig. 1). One of the early consequences of toxic UV exposure is the formation of SBCs. A SBC is a damaged epidermal cell undergoing apoptosis characterized by a pyknotic nucleus and condensed cytoplasm^10,11^. To investigate the role of Cbl-b in acute UVB-induced cytotoxicity, WT and Cbl-b^−/−^ UVB-irradiated mice were sacrificed at different time points to analyse epidermal thickness, SBCs, and CPDs. Cbl-b^−/−^ mice showed less epidermal thickening during the first 24 h after UVB exposure (Fig. 1c). We observed that 6 h after UVB irradiation, both WT and Cbl-b^−/−^ mice had a similar number of SBCs (Suppl. Fig. 2C). However, after 24 h, the skin of Cbl-b^−/−^ mice developed fewer SBCs compared to WT mice (i.e., 20 vs. 33 SBCs per microscopic field) (Fig. 1d, e). To evaluate the degree of DNA damage in UVB-irradiated skin, we carried out staining of thymine dimers, a specific type of CPD. Twenty-four hour after UVB irradiation; the skin of Cbl-b^−/−^ mice had significantly fewer CPDs compared to the skin of WT mice (Fig. 1f–h). To rule out differences of skin pigmentation between Cbl-b^−/−^ and WT mice (that may influence the number of SBCs and CPD in tissue) prior UVB exposure, we quantified pigmentation by noninvasive skin reflectance spectroscopy and the levels of melanin by Fontana-Masson staining and there was no influence of Cbl-b deficiency on skin pigmentation (Suppl. Fig. 2A, B). Together, these findings indicate that Cbl-b is an element of response to UVB expressed in cells of the dermis of mice and humans. Cbl-b plays a role in physiologic clearance of SBCs and its deficiency may provide protection from UVB exposure in a nonpigment-related manner.

**Fig. 1:**
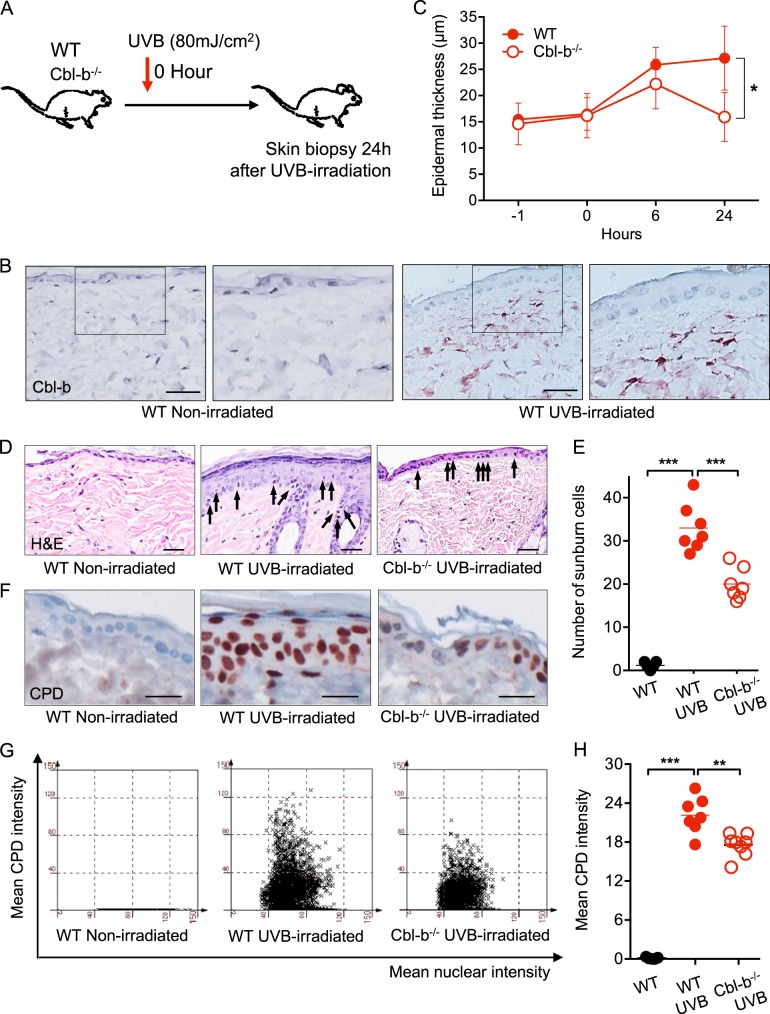
Cbl-b^−/−^ mice are protected from UVB-induced sunburn cell formation and DNA damage. **a** Schematic diagram showing the UVB irradiation protocol to induce short-term cytotoxicity. WT and Cbl-b^−/−^ mice were sacrificed at 24 h after the UVB exposure and dorsal skin samples were collected for SBC and CPD evaluation. **b** Cbl-b staining of dorsal skin sections of WT mice before and 24 h after UVB irradiation. Scale bar 50 μm. **c** Mean epidermal thickness during the first 24 h after UVB irradiation of WT and Cbl-b^−/−^ mice. Five mice were used per group, the experiment was done in three independent replicates. Representative data from three independent experiments. *n* = 5 mice per group. *P < 0.05; error bar is SD. **d** Representative H&E sections of dorsal skin to evaluate the number of SBCs. Arrows depict SBCs. **e** Averaged numbers of SBCs per field and their group mean in H&E sections of dorsal skin. *n* = 5–7 mice per group; ***P < 0.001. **f** Representative micrograph of CPD antibody-stained sections of dorsal skin to evaluate CPDs formation. **g** CPD antibody-stained sections of dorsal skin were analysed by tissue cell analysis. Representative plot of intensity of CPD- stained cells (*Y-axis*) and nuclear intensity (*X-axis*) for quantification of CPDs formation in epidermis of one mouse from each group. **h** Mean relative intensity of CPD positivity in epidermis of dorsal skin of individual mice. *n* = 5–7 mice per group; **P < 0.01, ***P < 0.001

### Cbl-b deficiency induces expression of epidermal growth-related genes and Wnt signaling in response to UVB irradiation

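Dorsal skin RNA of 3 Cbl-b-/- and 3 WT mice, taken 24 h after a single dose of 80 mJ/cm2 UVB, was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, which carry probe sets along the length of each transcript. Cblb, the gene inactivated in the Cbl-b-/- mice, was lower in all 3 Cbl-b-/- arrays than in all 3 WT arrays. Its mean was 8.64 ± 0.05 (SD, n = 3) against 9.76 ± 0.13 (SD, n = 3) on the log2 scale. The log2 fold change of Cblb was −1.12 (standard error 0.09, adjusted p = 0.0782 from limma). The arrays of skin taken before irradiation were not analysed here. The deposited table holds 1 log2 value per array for each of 35556 transcript clusters. The authors normalized the arrays by the robust multichip average (RMA) in Partek Genomics Suite, and the files include that step. The median of an array lay between 6.30 and 6.34. Pearson correlations between arrays, taken across transcript clusters, were 0.980 to 0.993. Of the transcript clusters, 21789 carry 1 gene symbol, 1621 carry several and 12146 carry none. The genotypes were compared with limma on the values as deposited, as Cbl-b-/- minus WT, and p-values were adjusted by the method of Benjamini and Hochberg over all transcript clusters. The study's thresholds (a p under 0.05, read here as unadjusted, and at least a 1.5-fold difference) were applied to the same fit. With 3 arrays in each group, the number of arrays limits the precision, and an exact permutation test of a single value cannot give a two-sided p below 0.10.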

To gain insight of the gene expression profile that may be involved in protection against DNA damage induced by UVB irradiation in Cbl-b^−/−^ mice, we isolated RNA from skin samples taken before and 24 h after UVB irradiation of Cbl-b^−/−^ and WT mice to carry out microarray analyses. We established a cut off threshold of *p* value under 0.05 and a fold change level of ±1.5 to look for significant changes in gene expression. By doing so, we found 94 genes differentially regulated in Cbl-b^−/−^ vs. WT mice after UVB exposure (Fig. 2a). 

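Mmrn1 was lower in irradiated Cbl-b-/- skin than in WT skin. It encodes multimerin 1, a protein of platelets and endothelium, and averaged 3.78 ± 0.13 (SD, n = 3) in Cbl-b-/- and 6.67 ± 0.60 (SD, n = 3) in WT skin. Its log2 fold change was −2.89 (standard error 0.29, adjusted p = 0.0894 from limma), which is a lower bound on the size of the difference, since the Cbl-b-/- level was not shown to lie above background. Slc13a3, a transporter of dicarboxylates, was lower with a log2 fold change of −1.82 (standard error 0.32), and Slc15a2, a peptide transporter encoded within 20 Mb of Cblb on chromosome 16, with −1.28 (standard error 0.24). On the higher side stood Vsig4, a complement receptor of tissue macrophages, with a log2 fold change of 1.28 (standard error 0.35). Serpina1c (1.08, standard error 0.18) met the study's thresholds in limma and in the methods' test, at low levels (3.99 in Cbl-b-/- and 2.92 in WT skin). Its WT level was not shown to lie above background either, so its log2 fold change is also a lower bound in size. Tmprss11g (1.26), Apol7c (0.99) and Vnn1 (0.88) met the study's thresholds in limma but not in the methods' test. Without Cbl-b-/- replicate 1, Apol7c (0.52) and Vnn1 (0.49) fell under the fold threshold. Tmprss11g missed the thresholds without WT replicate 3. The chemokine gene Ccl19 (−1.64, standard error 0.56) met the study's thresholds in limma but not in the methods' test. It also missed them without WT replicate 1 and without WT replicate 2. When each array was left out in turn, its log2 fold change ran from −2.06 to −0.94.
In total, 434 of the 35556 transcript clusters met the study's thresholds in limma, 98 higher and 336 lower in Cbl-b-/- skin. The 434 comprised 108 transcript clusters with 1 gene symbol (47 higher, 61 lower), 43 with several symbols and 283 with none. Of 43 genes that the paper names in its text, Fig. 2d or Supplementary Table 1, 36 met the thresholds. The others were Ctnnb1, Il10, Il18, Mmp13, Rad23b, Xpc and Tpsab1. The paper does not list these as changed on the arrays, except that Supplementary Table 1 names Tpsab1 jointly with Tpsb2. At an adjusted p under 0.05 in limma, 1 transcript cluster passed. It carries no gene symbol and was lower in Cbl-b-/- skin, and 2329 passed at an unadjusted p under 0.05 (1307 higher, 1022 lower). With the methods' per-row test in place of limma, 267 met the study's thresholds, 2 passed at an adjusted p and 2481 at an unadjusted p under 0.05. Without Cbl-b-/- replicate 2 the count in limma was 790, and without WT replicate 3 it was 512 and 25 of the 36 genes still met the thresholds.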

There was an overexpression of several genes involved in negative regulation of apoptosis (Wisp2, Fmod, Nceh1, Cygb, and Nnt)^12–16^, tumor suppression (Nr4a1, Sox15, and Msap1)^17,18^, oxidative-stress response (Atp10d, Cxcl11, Nnt, and Cygb)^12,16,19^, tissue remodeling (Mmp12)^20^, and cell survival (Tlr6, Nr1d1, Tpsb2, IL-22r1, Nr4a1, Prox1, and Fam198a)^21–23^ in UVB-exposed Cbl-b^−/−^ compared to WT mice. 

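Each of these genes lay higher in every Cbl-b-/- array than in every WT array. Atp10d, a lipid flippase, averaged 8.41 ± 0.11 (SD, n = 3) in Cbl-b-/- and 7.40 ± 0.12 (SD, n = 3) in WT skin. Its log2 fold change was 1.01 (standard error 0.10, adjusted p = 0.0894 from limma). Nnt, the mitochondrial transhydrogenase that makes NADPH, averaged 8.01 ± 0.31 (SD, n = 3) against 6.79 ± 0.08 (SD, n = 3), a log2 fold change of 1.21 (standard error 0.16, adjusted p = 0.224 from limma). Cxcl11, an interferon-induced ligand of the chemokine receptor CXCR3, had a log2 fold change of 0.87 (standard error 0.24).
All 5 measured genes of the group for negative regulation of apoptosis met the study's thresholds as higher, with log2 fold changes from 0.61 to 1.21. They include Fmod, a proteoglycan of the collagen matrix (0.67, standard error 0.18), and Cygb, the globin cytoglobin (0.61, standard error 0.18). The 3 genes of tumor suppression were higher, with log2 fold changes from 0.61 to 0.63, among them Masp1, a serine protease of the complement lectin pathway (0.63, standard error 0.14). In the group for oxidative-stress response, 4 of 4 were higher. In the group for cell survival, 7 of 7 were higher, with log2 fold changes from 0.60 to 0.73. These include the innate receptor gene Tlr6 (0.69, standard error 0.20), the mast cell tryptase gene Tpsb2 (0.66, standard error 0.18) and Il22ra1, a chain of the receptor for IL-22 (0.65, standard error 0.13). Another transcript cluster of Il22ra1, with a lower mean, stood at 0.54 (standard error 0.14) and stayed under the fold threshold. Adjusted over the list alone the counts were 5, 3, 4 and 7, which the choice of members by p fixes, and over all transcript clusters 0 in each list. In a wider list of 15 measured anti-apoptosis genes, fixed before the data were examined, 0 met the thresholds and 2 had a log2 fold change above 0, with a median of −0.11, placed lower by limma's set test with a preset correlation (adjusted p = 0.0134). With an estimated correlation the adjusted p was 0.68, and it was 0.113 without Cbl-b-/- replicate 3. In 29 measured genes of the oxidative-stress response, Hmox1 alone met the thresholds, and the median was −0.014 (adjusted p = 0.478). In both of these wider lists, 0 passed when adjusted over the list alone. The study chose its own lists on the same samples, so the counts are not independent evidence of a direction. When each array was left out in turn, Fmod, Nceh1, Cygb, Nr4a1, Sox15, Masp1, Tlr6, Tpsb2, Il22ra1, Prox1 and Fam198a missed the thresholds at least once.

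**Figure D1:**
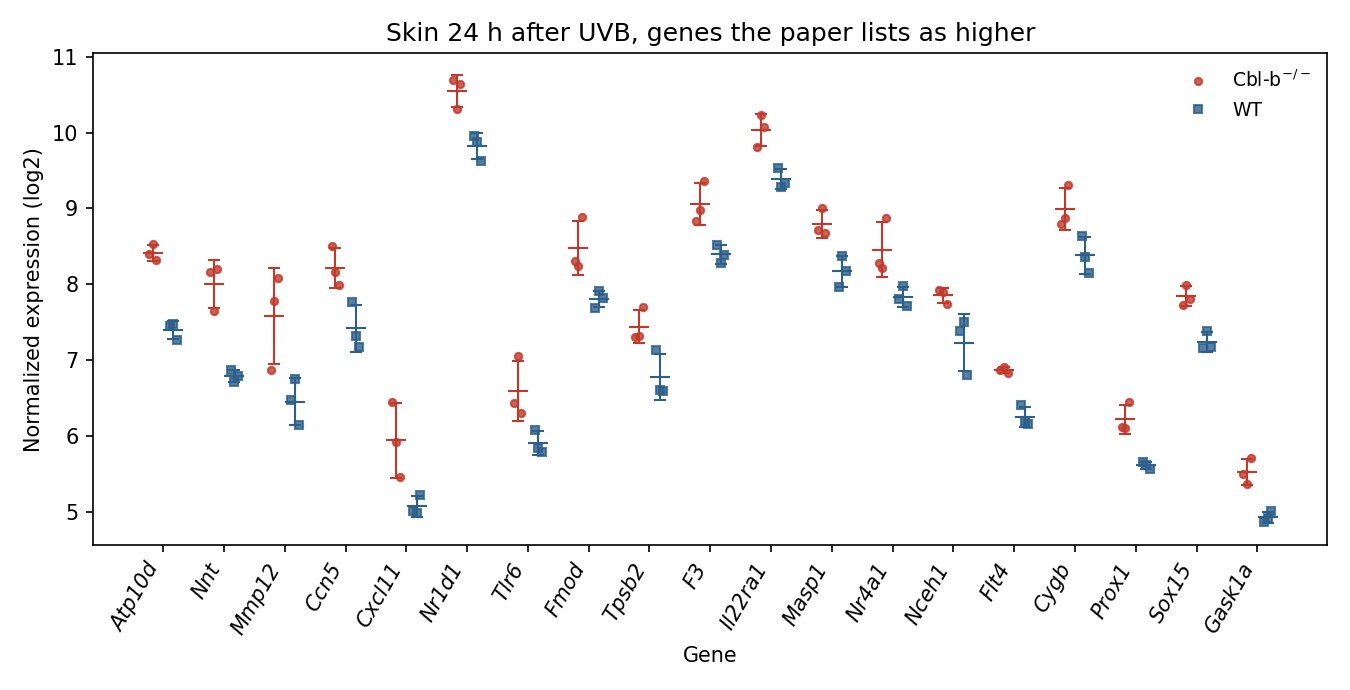
Normalized expression (log2 scale, vertical axis) of 19 genes listed by the paper as higher (horizontal axis; Wisp2 is drawn as Ccn5 and Fam198a as Gask1a), in Cbl-b-/- (circles) and WT (squares) skin 24 h after UVB. Points are single arrays, and horizontal bars with whiskers are the mean and SD of 3 arrays. The genotypes do not overlap in any of the 19 genes.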

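In irradiated Cbl-b-/- skin, 9 genes from the study's lists of tumor-related and inflammation-related transcripts lay lower in every array than in every WT array. Defb8, a beta-defensin, had a log2 fold change of −2.43 (standard error 0.58, adjusted p = 0.685 from limma), and Saa3, an acute-phase serum amyloid, of −2.15 (standard error 0.44, adjusted p = 0.602 from limma). Among the 7 tumor-related genes the log2 fold changes ran from −1.03 to −0.66. Cntfr, the receptor for ciliary neurotrophic factor, averaged 8.91 ± 0.28 (SD, n = 3) in Cbl-b-/- and 9.94 ± 0.36 (SD, n = 3) in WT skin. Pdcd4, an inhibitor of translation known as a tumor suppressor, had a log2 fold change of −0.78 (standard error 0.19). Hmgn5, a nucleosome-binding protein, stood at −0.76 (standard error 0.11), Osr1, a zinc finger transcription factor, at −0.76 (standard error 0.20), and the vault RNA gene Vaultrc5 at −1.03 (standard error 0.23). Tspan6, a tetraspanin, stood at −0.70 (standard error 0.15) and Tiam2, an exchange factor for Rac, at −0.66 (standard error 0.16).
All 7 and all 2 met the study's thresholds as lower in limma. Adjusted over the list alone the counts were 7 and 2, fixed by the choice of members by p, and over all transcript clusters 0 and 0. The study chose both lists on these samples, so they are not independent evidence of a direction. In a wider list of 28 measured acute-phase and antimicrobial genes, 3 were lower (Defb8, Saa3 and Lcn2) and 25 did not meet the thresholds, and adjusted over the list alone 0 passed. Lcn2 missed the thresholds in the methods' test. The median log2 fold change of that list was −0.098, and limma's set test with a preset correlation placed it lower (adjusted p = 0.00652). With an estimated correlation the adjusted p was 0.804, and it was 0.0581 to 0.0768 without Cbl-b-/- replicate 1, Cbl-b-/- replicate 3 or WT replicate 1. The median was −0.28 without Cbl-b-/- replicate 2, whose level of these genes (8.20) lay above those of the WT arrays (7.87 to 8.10). Without WT replicate 3, Pdcd4, Tspan6 and Tiam2 missed the thresholds.

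**Figure D2:**
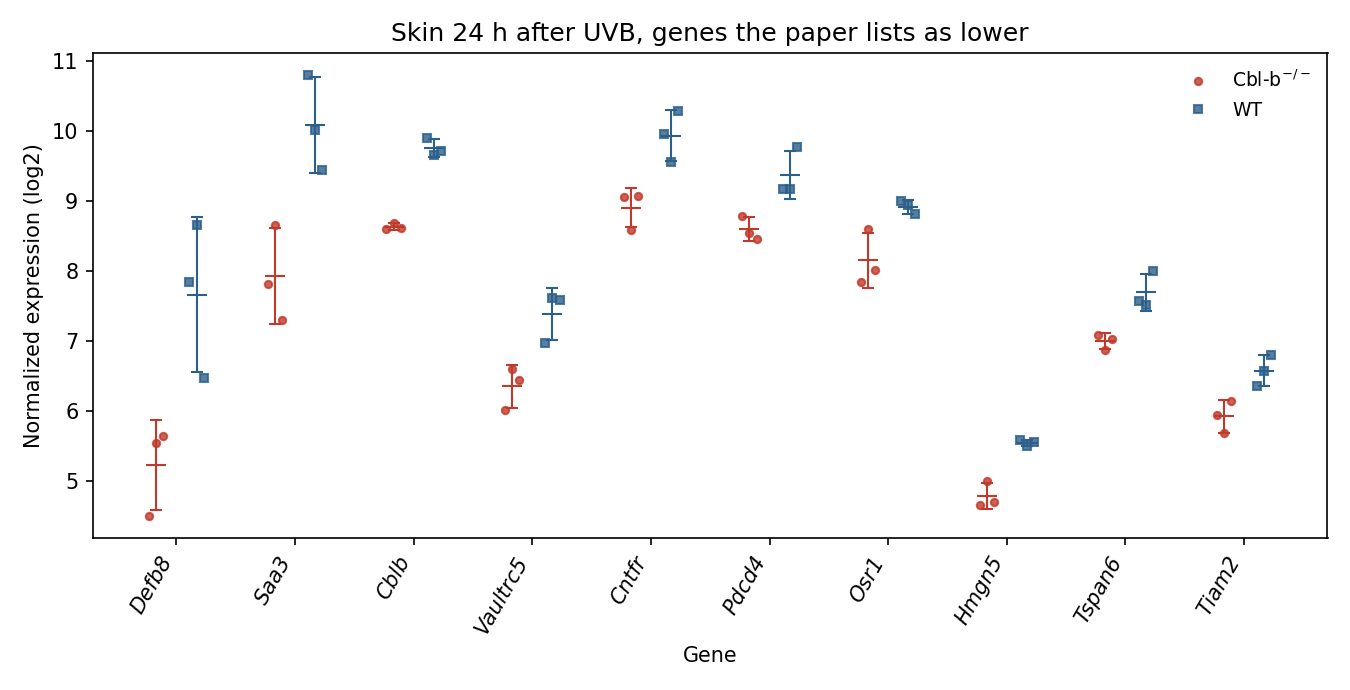
Normalized expression (log2 scale, vertical axis) of Cblb and the genes listed by the paper as lower (horizontal axis), in Cbl-b-/- (circles) and WT (squares) skin 24 h after UVB. Points are single arrays, and horizontal bars with whiskers are the mean and SD of 3 arrays. The 10 genes show no overlap between the genotypes.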

Many tumor-related (Tiam2, Tspan6, Hmgn5, Osr1, Pdcd4, Cntfr, and Vaultrc5)^24,25^ and inflammation-related (Saa3 and Defb8)^26^ genes were downregulated. A gene interaction network showed that within the upregulated genes after UVB irradiation, a cluster of five genes (Mmp12, Nr4a1, Prox1, Flt4, and F3) was directly associated to regulation of epithelial cell proliferation (Fig. 2b).

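Of this cluster, Mmp12, the macrophage elastase, showed the largest difference, with 7.58 ± 0.63 (SD, n = 3) in Cbl-b-/- and 6.46 ± 0.30 (SD, n = 3) in WT skin. This is a log2 fold change of 1.13 (standard error 0.32, adjusted p = 0.708 from limma). F3, the tissue factor that starts coagulation, had a log2 fold change of 0.66 (standard error 0.15). Nr4a1, an orphan nuclear receptor induced early after many stimuli, stood at 0.62 (standard error 0.19). Flt4, the receptor for VEGF-C on lymphatic endothelium, averaged 6.87 ± 0.04 (SD, n = 3) against 6.26 ± 0.13 (SD, n = 3), and Prox1, the transcription factor that sets lymphatic identity, 6.22 ± 0.19 (SD, n = 3) against 5.61 ± 0.04 (SD, n = 3).
The 5 genes met the study's thresholds as higher, and 0 passed over all transcript clusters. The count adjusted over the list alone (5) is fixed by the choice of members by p. The cluster was drawn from the higher genes of these samples and is not independent evidence of their direction. In 34 measured genes of the cell cycle, listed before the data were examined, 0 met the thresholds and 0 passed an unadjusted p under 0.05 in limma or in the methods' test. Their median log2 fold change was −0.13 (adjusted p = 0.0166 from limma's set test). The adjusted p was 0.893 with an estimated correlation, and the median was −0.30 without WT replicate 1 (adjusted p = 5.3e-08), −0.019 without Cbl-b-/- replicate 3 and 0.075 without WT replicate 3. In that last array the median level of 32 hair follicle genes was 8.96, against 5.46 to 7.06 in the other arrays. Nr4a1, Prox1, Flt4 and F3 missed the thresholds at least once when each array was left out in turn, and Mmp12 did not. From the network of higher genes, the paper states that the cluster is tied to the control of epithelial cell proliferation.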

**Fig. 2:**
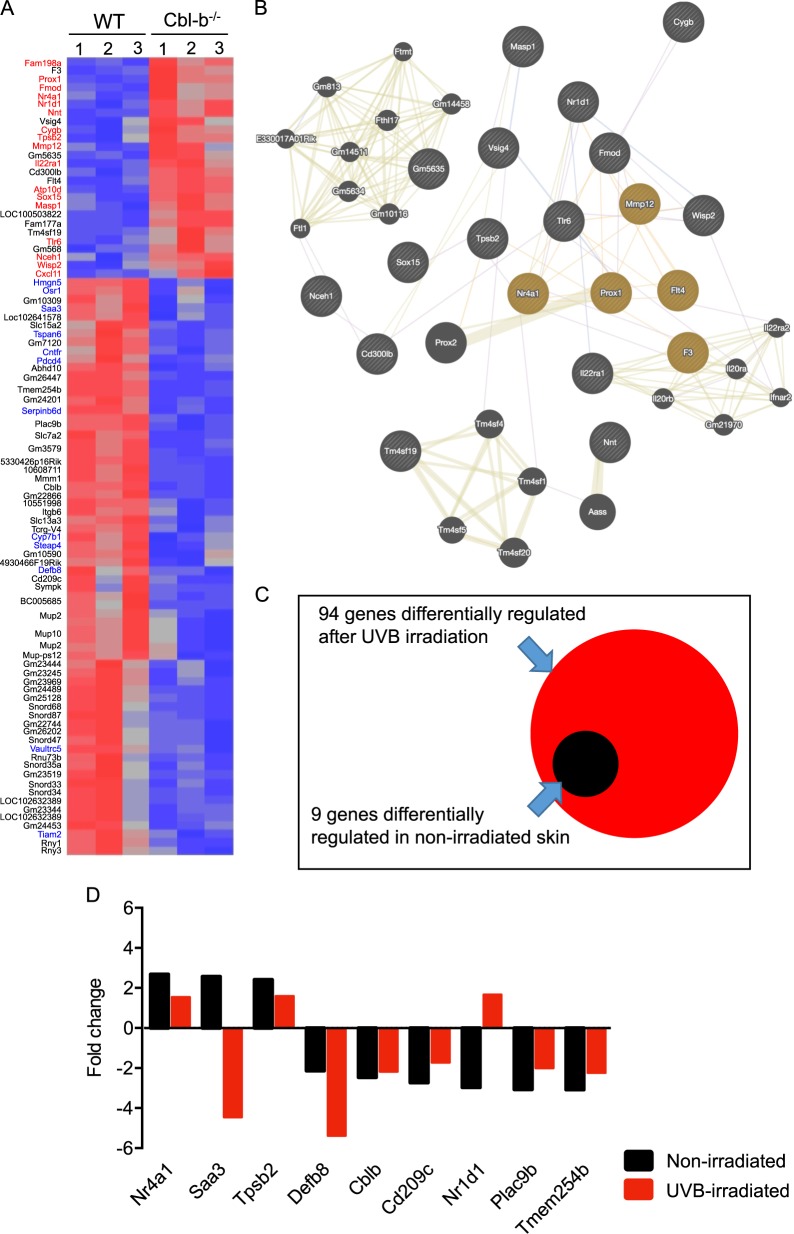
Gene expression analyzes on UVB-irradiated mice. WT and Cbl-b^−/−^ mice were sacrificed at 24 h after a single UVB exposure. Irradiated skin was excised to isolate RNA for microarray analysis (Affymetrix Mouse Gene 1.0 ST Array) and for immunostaining. **a** Heat map showing differentially expressed genes in Cbl-b^−/−^ compared to WT mice (*n* = 3 mice per group). Ninety-four genes were found deregulated as defined by a *p* value < 0.05 and ±1.5-fold change as cut off. Highest to lowest gene expression is depicted as red to blue color code in the heat map (Partek Genomics Suite 6.5). Gene names marked in red and blue are discussed in the Results section. **b** Gene interaction network of upregulated genes (large circles). A cluster of genes associated to positive regulation of epithelial cell proliferation was found (FDR = 0.0042, brown circles). A prediction of upregulated genes by shared domain (medium circles) or coexpression (small circles) was done with GeneMANIA webserver. Nodes are connected by co-localization (blue lines) and predicted/shared protein domains (brown lines). **c** Overlapping of differentially expressed genes in skin of Cbl-b^−/−^ vs. WT mice before (black) and after UVB irradiation (red). **d** Fold change comparison of nine genes with preexisting differential expression in nonirradiated and UVB-irradiated mice. Fold changes in Cbl-b^−/−^ vs. WT are shown in the waterfall plot

To understand whether the differentially expressed genes found in Cbl-b^−/−^ mice resulted from a direct response to UVB irradiation or a background alteration of Cbl-b deficiency, we carried out microarray analyses of the skin from nonirradiated Cbl-b^−/−^ and WT control mice (Fig. 2c). We observed that Cbl-b deficiency resulted in nine genes with differential expression as background, we plotted together the fold change values of expression from these genes comparing Cbl-b^−/−^ vs. WT mice of nonirradiated and UVB-irradiated animals (Fig. 2d). Three of these nine genes (Saa3, Defb8, and Nrd1) showed at least a twofold difference of expression after UVB irradiation between irradiated and nonirradiated animals, whereas the other six genes had minor fold change variations. Saa3 flipped from a 2.57-fold positive ratio to a 4.45-fold negative ratio; Nr1d1 flipped from a 2.97-fold negative to a positive 1.66-fold ratio; Defb8 decreased from a 2.14-fold negative ratio to a 5.38-fold negative ratio comparing nonirradiated vs. UVB-irradiated mice. 

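On the irradiated arrays, Saa3 averaged 7.93 ± 0.68 (SD, n = 3) in Cbl-b-/- and 10.08 ± 0.68 (SD, n = 3) in WT skin, which is 4.45-fold lower. Defb8 averaged 5.23 ± 0.64 (SD, n = 3) against 7.66 ± 1.11 (SD, n = 3), or 5.38-fold lower. Nr1d1, a repressor of the circadian clock, averaged 10.55 ± 0.20 (SD, n = 3) against 9.82 ± 0.17 (SD, n = 3), or 1.66-fold higher. The log2 fold change of Nr1d1 was 0.73 (standard error 0.14, adjusted p = 0.578 from limma).
Of the 9 genes with background differences, 7 have a transcript cluster of their own, and all of them met the study's thresholds, 3 higher and 4 lower. Adjusted over the list alone the count was 7, fixed by the choice of members by p, and over all transcript clusters it was 0. The study chose the list on its own samples, which is not independent evidence of a direction. Cd209c, a C-type lectin of myeloid cells, averaged 6.61 ± 0.19 (SD, n = 3) in Cbl-b-/- and 7.40 ± 0.40 (SD, n = 3) in WT skin. In 16 measured genes of the circadian clock, Nr1d1 alone met the thresholds, and the list's median log2 fold change was 0.096 (adjusted p = 0.254 from limma's set test). Adjusted over the list alone, Nr1d1 again was the 1 gene called. The estimate for Defb8 depends on single arrays. When each array was left out in turn, it ran from 3.80-fold lower (without WT replicate 2) to 8.12-fold lower (without WT replicate 3). The nonirradiated arrays were not analysed here, so no change with irradiation was computed.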

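Genes of nucleotide excision repair stayed under the study's fold threshold between irradiated Cbl-b-/- and WT skin. Xpc, which recognizes the lesion, averaged 6.88 ± 0.14 (SD, n = 3) in Cbl-b-/- and 6.77 ± 0.16 (SD, n = 3) in WT skin, and Rad23b, its partner, 10.33 ± 0.04 (SD, n = 3) against 10.15 ± 0.07 (SD, n = 3). In base excision repair, Ogg1, the glycosylase for oxidized guanine, had a log2 fold change of 0.17 (standard error 0.08), and Nthl1, a glycosylase for oxidized pyrimidines, of 0.048 (standard error 0.12). The sign of Nthl1 turned after cyclic loess between arrays, to −0.0067, and without WT replicate 1, to −0.058.
Of 43 nucleotide excision repair genes listed before the data were examined, 41 were measured, and 0 met the study's thresholds in limma. Their log2 fold changes ran from −0.33 to 0.22 with a median of −0.027 (adjusted p = 0.225 from limma's set test). At an unadjusted p under 0.05, 0 passed in limma and 2 in the methods' test (Rad23b and Cdk7, the kinase of TFIIH; log2 fold change of Cdk7 −0.16). Of 24 base excision repair genes, 22 were measured and 0 met the thresholds, with log2 fold changes from −0.23 to 0.17 and a median of −0.0054 (adjusted p = 0.372 from limma's set test). At an unadjusted p under 0.05, the same 2 passed in limma and in the methods' test, Parp1 (−0.23, standard error 0.08) and the ligase gene Lig3 (−0.18, standard error 0.07). Cdk7, Parp1 and Lig3 were named after their values were seen. Adjusted over the list alone, the count was 0 in both lists, and over all transcript clusters it was 0 as well. In simulated arrays of the same number, limma at the study's thresholds found 37 of 67 transcript clusters set 1.5-fold apart, at the threshold itself, and all 67 set 2-fold apart.

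**Figure D3:**
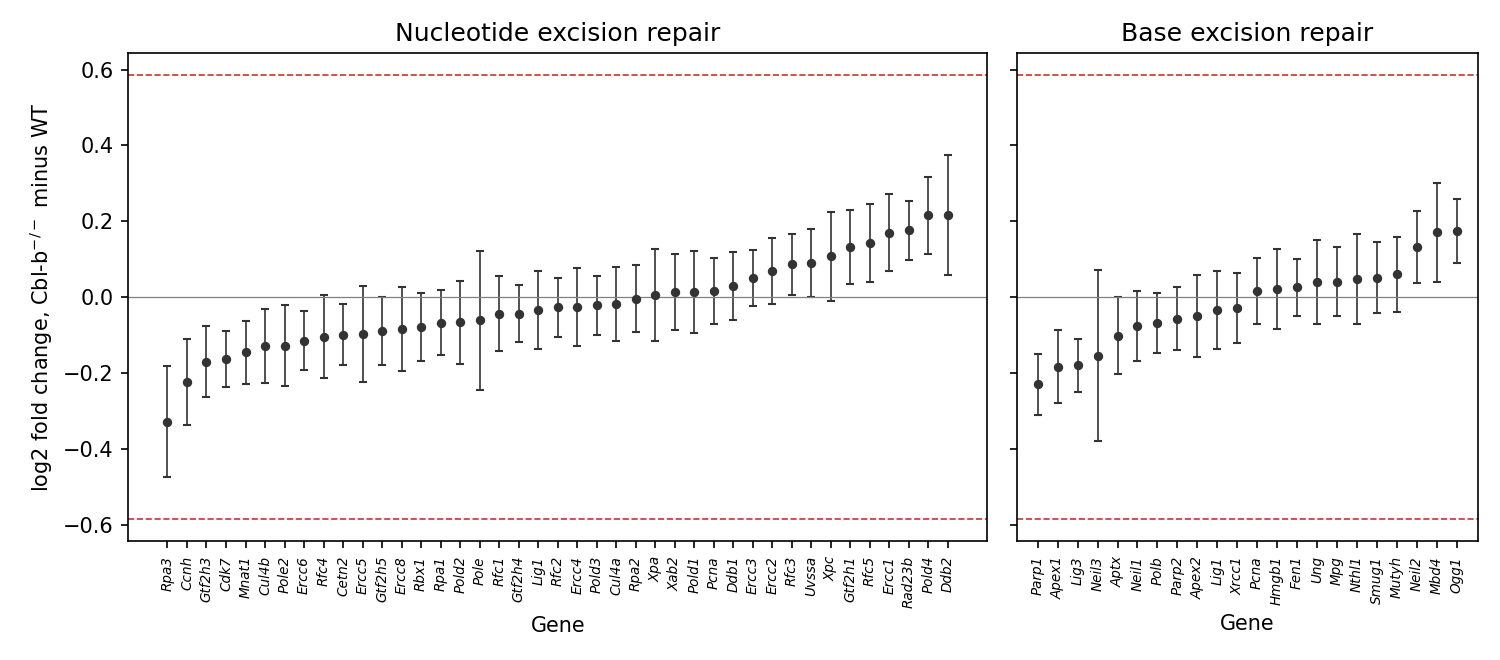
Log2 fold change (vertical axis, Cbl-b-/- minus WT, 3 arrays each) of 41 genes of nucleotide excision repair (left) and 22 of base excision repair (right), ordered by size along the horizontal axis. Points are limma estimates with standard errors, and dashed lines mark the 1.5-fold threshold on either side of 0. Every estimate lies between the lines, from −0.33 to 0.22.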

We did not observe alterations in the expression of genes that are directly involved in DNA repair processes such as NER or BER between Cbl-b^−/−^ vs. WT mice after UVB irradiation, however, immunohistochemical stainings revealed that Cbl-b^−/−^ mice had higher expression of IL-10 24 h after exposure suggesting an increased immunomodulatory effect of UVB in these mice (Suppl. Fig. 3). 

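The genes behind the functions of Supplementary Table 1 lay on both sides in irradiated Cbl-b-/- skin. Higher genes include Cd300lb, a myeloid receptor of the CD300 family, with a log2 fold change of 0.64 (standard error 0.13, adjusted p = 0.596 from limma). Lower genes include Itgb6, an integrin chain of epithelium that activates TGF-beta, at −0.68 (standard error 0.14, adjusted p = 0.602 from limma), and Slc7a2, a transporter of arginine, at −0.63 (standard error 0.09). Steap4, a metalloreductase, stood at −0.92 (standard error 0.20) and Cyp7b1, an oxysterol hydroxylase, at −0.91 (standard error 0.24).
The table names 29 genes, of which 27 have a transcript cluster of their own. With the table's TPSAB1/TPSB2 read as Tpsb2, all 27 met the study's thresholds, 15 higher and 12 lower. Tpsab1 (0.50, standard error 0.097) stayed under the fold threshold. For proliferation of cells, 19 of 20 listed genes were measured, 12 higher and 7 lower. Activation of cells has 10 measured genes, 6 higher and 4 lower, and inflammatory response 7, of which 4 were higher and 3 lower. For migration of cells, 11 of 16 measured genes were higher and 5 lower. In vasculogenesis all 6 measured genes were higher. In activation of leukocytes 2 of 6 were higher and 4 lower. The study drew these genes from those past its thresholds on these samples, so the counts are not independent evidence of a direction. Among them, Cd300lb and Itgb6 missed the thresholds without Cbl-b-/- replicate 2, Cd300lb also without WT replicate 3, and Slc7a2 without WT replicate 2. F3, Flt4, Fmod, Cygb, Nceh1, Nr4a1, Prox1, Tlr6, Tpsb2, Pdcd4 and Tiam2 missed them without at least 1 array as well.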

Our data suggest that in response to UVB, cellular pathways involved in cell proliferation, activation, inflammation, invasion, and migration were greatly affected by the lack of Cbl-b (Suppl. Table 1).

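In irradiated Cbl-b-/- skin, Wisp2 (Ccn5), a matrix protein of the CCN family, averaged 8.22 ± 0.26 (SD, n = 3) against 7.42 ± 0.31 (SD, n = 3) in WT skin, a log2 fold change of 0.80 (standard error 0.20, adjusted p = 0.685 from limma). Sox15, a transcription factor of the SOX family, averaged 7.85 ± 0.13 (SD, n = 3) against 7.24 ± 0.13 (SD, n = 3), a log2 fold change of 0.61 (standard error 0.11, adjusted p = 0.514 from limma). The transcript of β-catenin itself, Ctnnb1, had a log2 fold change of −0.16 (standard error 0.10). Axin2, a feedback target of β-catenin, stood at 0.27 (standard error 0.17), and the transcription factor gene Lef1 at −0.46 (standard error 0.73). For Lef1 the estimate was 0.45 without WT replicate 3.
The 5 genes of the study's list, with Nr4a1, Prox1 and Mmp12, met the study's thresholds as higher, and the count adjusted over the list alone (5) is fixed by the choice of members by p. That list was chosen on these samples and is not independent evidence of a direction. Sox15, Nr4a1 and Prox1 missed the thresholds without WT replicate 3. Of 28 measured target genes of Wnt and β-catenin, listed before the data were examined, 0 met the thresholds and 0 passed an unadjusted p under 0.05 in limma or in the methods' test. Their median log2 fold change was −0.060 (adjusted p = 0.427 from limma's set test), and it was −0.11 without WT replicate 1 (adjusted p = 0.0153) and 0.082 without WT replicate 3, the array with the highest level of hair follicle genes. Of 48 Wnt ligands, receptors and signal transducers, 0 met the thresholds, and 2 passed an unadjusted p under 0.05 in limma and 4 in the methods' test. Their median log2 fold change was 0.077, placed higher by limma's set test with a preset correlation (adjusted p = 0.0389). With an estimated correlation the adjusted p was 0.882, and it was 0.624 without WT replicate 1 and 9.1e-05 without WT replicate 3 (median 0.14). Adjusted over the list alone, 0 genes of either list passed.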

Among upregulated genes we found several members of the Wnt signaling pathway like Sox15, Wisp2, Nr4a1, Prox1, and Mmp12^27–29^. Therefore, we stained UVB-irradiated skin for β-catenin and MMP12 to evaluate Wnt activation and found a high number of β-catenin^+^ and MMP12^+^ cells in dermis and epidermis of Cbl-b^−/−^ compared to WT mice (Fig. 3a, b), suggesting an activation of Wnt signaling and a possible participation in tissue remodeling and removal of SBCs. Altogether, these results indicate that Cbl-b^−/−^ mice have differential transcriptional profile in UVB-irradiated skin that includes some genes from the background of Cbl-b deficiency, playing a role in regulation of cell proliferation and tumor/inflammation inhibition. Moreover, β-catenin activation suggests that Wnt signaling may crosstalk with Cbl-b as previous findings have suggested^30^.

**Fig. 3:**
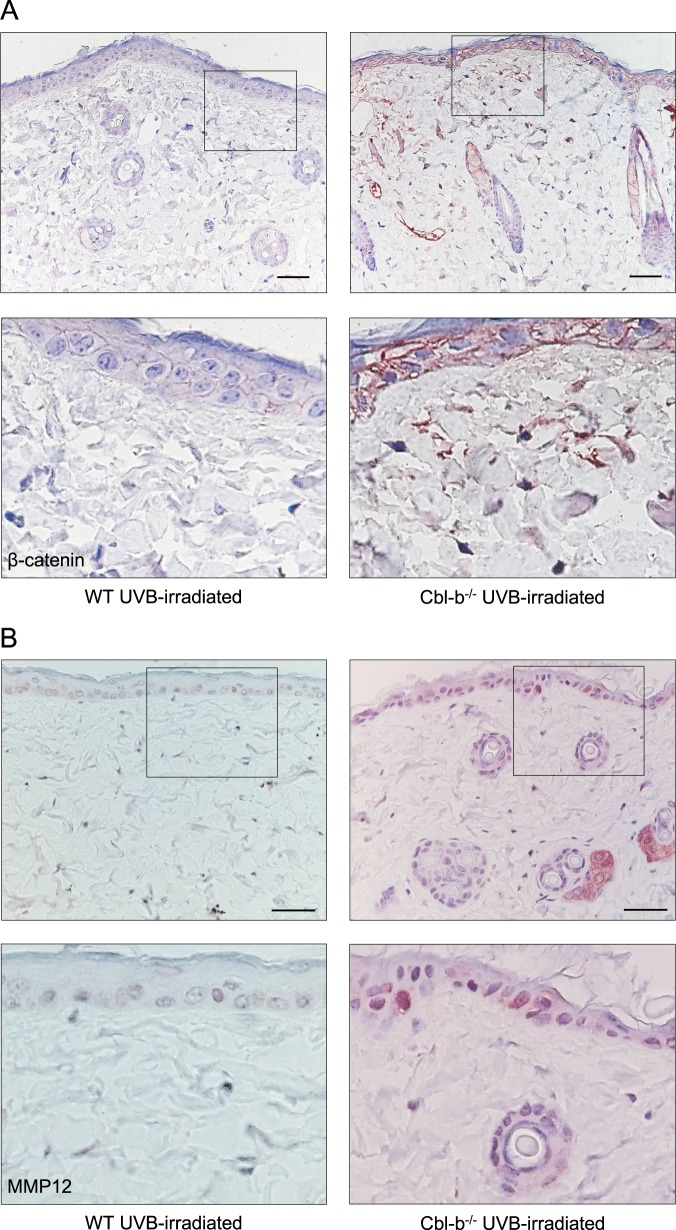
Cbl-b^−/−^ mice express β-catenin and MMP12 after UVB irradiation. Representative photographs from paraffin sections of dorsal skin of WT or Cbl-b^−/−^ mice at 24 h after UVB irradiation stained with β-catenin (**a**) and MMP12 (**b**). Marked squares of the upper panel are shown at higher magnification in the lower panel. Scale bar 50 μm

### Cbl-b^−/−^ mice show lower degree of UVB-induced inflammation and epidermal hyperplasia

Chronic inflammation is known to be a promotion factor in photocarcinogenesis. We tested whether deficiency of Cbl-b protects the skin from chronic inflammation. The dorsal skin of WT and Cbl-b^−/−^ mice was exposed to 6 doses of 80 mJ/cm^2^ and subsequent 6 doses of 220 mJ/cm^2^ during 23 days as described in Fig. 4a. Macroscopic double skin fold thickness (DSFT) and microscopic epidermal thickness were measured over time as readout of inflammatory response. Cbl-b^−/−^, but not WT mice were protected from chronic inflammation evidenced by a lower DSFT from the first week throughout the entire period of the UVB irradiation protocol (Fig. 4b). Epidermal thickening was reduced in UVB-irradiated Cbl-b^−/−^ mice compared to WT by the end of the UVB exposure protocol (Fig. 4c).

**Fig. 4:**
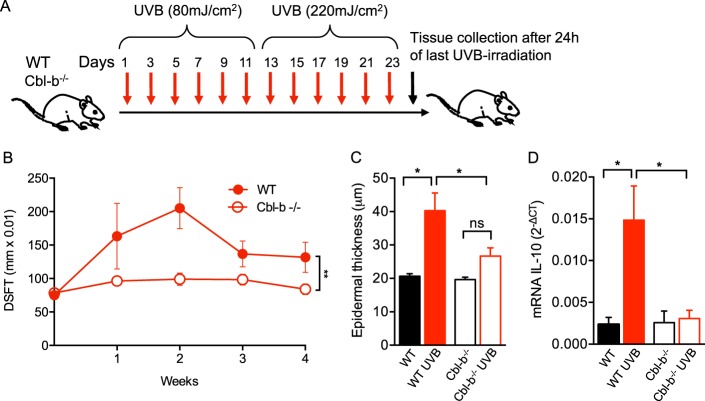
Cbl-b^−/−^ mice are protected from UVB-induced chronic inflammation. **a** Schematic diagram showing the UVB irradiation protocol to induce chronic inflammation. WT and Cbl-b^−/−^ mice were sacrificed at 24 h after the last UVB exposure. Dorsal skin was collected for analysis. **b** Mean double skin fold thickness (DSFT) of dorsal skin of WT and Cbl-b^−/−^ mice throughout 4 weeks of the UVB irradiation protocol. *n* = 5–7 mice per group. ^**^P < 0.01; error bar is SD. **c** Epidermal thickness of H&E-stained sections 24 h after last UVB exposure (at day 24). *n* = 5–7 mice per group. ^*^P < 0.05; error bar is SEM. **d** qRT-PCR analysis of IL-10 in dorsal skin. *n* = 5–7 mice per group. ^*^P < 0.05; error bar is SEM

UVB-induced immunosuppression is crucial in the promotion of skin cancer. CD4^+^CD25^+^Foxp3^+^ regulatory T cells (Tregs) secreting IL-10 play an important role in the effect of UVB and participate in immune tolerance to UV-generated malignant cells^10^. After repetitive exposure to UVB we observed no significant changes in Tregs in the skin-draining lymph nodes of Cbl-b^−/−^ compared to WT mice (not shown). However, the expression of IL-10 was significantly reduced in the skin of Cbl-b^−/−^ mice (Fig. 4d). These results suggest that Cbl-b participates in sustaining chronic inflammation without interfering in the induction and/or recruitment of Tregs. Nonetheless, regulatory cytokines like IL-10 could be produced under Cbl-b regulation, thus, a lack of Cbl-b expression may abolish some of the immunomodulatory effects of UVB.

## Discussion

The regulatory function of Cbl-b has been explored in lymphocyte activation, autoimmunity and carcinogenesis. UVB-induced tumors are rejected in Cbl-b^−/−^ mice by an efficient activation of tumor specific cytotoxic CD8^+^ T cells^6^. In this study we addressed the immediate response to UVB of Cbl-b^−/−^ mice to understand the early events that may lead to the improved tumor immunity previously observed in these mice^6^. Irradiation of human skin showed infiltration of Cbl-b^+^ cells (Suppl. Fig. 1)suggesting that this ubiquitin ligase may have a relevant role in the effects of UVB such as carcinogenesis associated to excessive sun exposure. Cbl-b^+^ cells infiltrated the skin of WT mice after UVB exposure (Fig. 1b), possibly indirectly affecting removal of SBCs and CPDs in epidermis. In fact, the response to UVB-induced DNA damage can be modulated by inflammatory cytokines such as IL-10 and IL-18^31,32^. IL-10 staining 24 h after UVB exposure (Suppl. Fig. 3) demonstrated that Cbl-b deficiency resulted in a higher expression of this cytokine but after chronic exposure for up to 4 weeks and 12 sessions, qPCR results (Fig. 4d) showed a drastic drop in the expression of IL-10 in Cbl-b^−/−^ mice. Controversially, microarray results (Fig. 2a) and staining of XPC (not shown) did not indicate alterations in DNA repair machinery in Cbl-b^−/−^ mice although previous investigations have associated UVB-induced DNA damage with high levels of IL-10^33^. Interestingly, Cbl-b deficient effector T cells are resistant from Treg/IL-10 mediated suppression. Nevertheless, despite the immunosuppressive environment of the skin, Cbl-b deficiency promoted the clearance of SBCs.

After exposure to UVB, Cbl-b^−/−^ mice showed a reduced epidermal thickening compared to WT mice, suggesting a lower degree of overall cell injury (Fig. 1c). The quantification of CPDs and SBCs provides an accurate assessment of the damage in irradiated tissue and may predict the risk of tumor development. Indeed, SBCs are considered a surrogate marker of UV-induced DNA damage to the skin^34^. By using two different protocols of UVB exposure we studied the effects of Cbl-b deficiency on SBCs and CPDs formation and inflammation. We found that 24 h after exposure to a single dose of UVB, the skin of Cbl-b^−/−^ mice developed fewer SBCs and DNA dimers (Fig. 1c–h). The peak of UVB acute effects are regularly observed between 6 and 24 h, depending on UVB wavelength and dose^35,36^. SBC are visible as early as 30 min after irradiation and reach their highest in numbers within 24 h^37^, offering with the first 24 h after exposure a well delimited time-span to study immediate effects of UVB. The relevance of these early events post UVB irradiation are highlighted by studies in which the application of topical DNA repair enzymes reverts suppression in induction of contact hypersensitivity and protects from Langerhans cell depletion in UV-irradiated mice^38^. Moreover, DNA repair-deficient XP^39^ and IL-12p40^−/−^ mice exhibited an increased number of SBCs compared to WT after UVB irradiation^34,40^. Our results indicate that DNA PPs and SBCs are linked to Cbl-b expression, suggesting that Cbl-b may be involved directly or indirectly in controlling DNA repair mechanisms. Alternatively, the lack of Cbl-b may result in an enhanced removal of cells carrying DNA damage by an efficient cytotoxic activity of CD8^+^ and NK cells as demonstrated by previous results^6,7^. Moreover, we found no indication of a gains or losses in the mechanisms that cope with detoxification of ROS and DNA damage in Cbl-b^−/−^ mice since staining of 8-hydroxyguanosine, XPC and 6,4-PPs did not differ between WT vs. Cbl-b^−/−^ mice (not shown). Having said so, it is known that Cbl-b carries a UBA domain shared with the DNA repair protein Rad23, however, the functional role of the Cbl-b UBA domain is not known^41^.

The transcriptional profile of WT compared to Cbl-b^−/−^ mice after UVB irradiation showed 85 differentially regulated genes in addition to 9 genes with background differential expression in nonirradiated mice. Ubiquitin ligases like Cbl-b are known negative regulators of tyrosine kinase signaling. Their regulatory effect in cells of the immune system has been largely described^42^ and more recently, Cbl-b has been implicated in the maintenance of mammary stem cell phenotype involving a negative regulation of the AKT-mTOR pathway^43^. Our results suggest that Cbl-b deficiency may affect the transcriptional profile by shifting the activation of Wnt and tyrosine kinase signaling. The genes affected by UVB irradiation play a role in regulation of cellular processes like cell cycle, cell adhesion, invasion, and migration. It is known that Wnt signaling orchestrates DNA damage response through rescue of irradiated cells from apoptosis in a process regulated by c-Cbl targeting β-catenin^44,45^, a similar mechanism could also operate with Cbl-b. This observation can be supported by the presence of high number of β-catenin positive cells in UVB-irradiated Cbl-b^−/−^ mice (Fig. 3a). Although, β-catenin was upregulated after UVB irradiation together with other epidermal cell proliferation regulators, skin thickness of Cbl-b^−/−^ mice was lower compared to control WT mice after chronic exposure to UVB (Fig. 3b), suggesting that Cbl-b may limit the mechanisms that ameliorate UV damage to exposed cells and participate in the early events of phototoxicity and subsequent carcinogenesis. Moreover, metalloproteinases are enzymes that mediate photoaging and tissue remodeling^46^. Some metalloproteinases like MMP13 are negatively regulated by Cbl-b^47^. UVB-irradiated Cbl-b^−/−^ mice had an increase of MMP12 expression in cells of the epidermis (Fig. 3b), suggesting that upon UVB these mice may have a higher rate of tissue remodeling and elimination of SBC.

Excessive exposure to UVB is a known promotion factor of carcinogenesis. Our data indicate that Cbl-b deficiency protects from some of the effects of repetitive exposure to UVB as measured by lower cellular skin infiltration, swelling, and epidermal hyperplasia (Fig. 4b, c). Despite the low dose of UVB and the short period of irradiation used in our experiments (in comparison with studies of UVB tumor models^48^), IL-10 (a known mediator of UVB-induced immunosuppression^2,5,8,10^) was initially upregulated 24 h after a single exposure to UVB. Chronic exposure to UVB led to an increased expression of IL-10 in skin of WT mice, however, Cbl-b^−/−^ mice failed to upregulate this cytokine and showed lower levels of IL-10 (Fig. 4d). Animal models of photocarcinogenesis have demonstrated that regulatory T cells mediate a large proportion of the immunosuppressive effects of UVB with a peaks of infiltration in irradiated skin 7 days after initial exposure and subsequent normalization^49^. Nonetheless, our study was consistent with previous findings of unchanged Treg numbers in the skin after exposure of Cbl-b^−/−^ mice to UVB and a possible higher cytotoxic activity of CD8^+^ T cells by a decreased sensitivity to Treg-mediated immunosuppression^6^. Whether the origin of the observed protective Cbl-b^−/−^ phenotype is due to the decreased DNA damage in the epidermis, an autocrine effect or via interaction with the altered immune system in these mice remains to be determined.

In summary, UVB irradiation in Cbl-b deficient mice leads to a lower number of DNA PPs and SBCs, higher expression of Wnt signaling mediators like β-catenin and a differential gene expression signature enriched with cell proliferation regulators compared to WT control mice. This suggests that Cbl-b is involved in the immediate response to UVB cytotoxicity. Thus, if cells can indeed better tolerate UVB and survive in the absence of Cbl-b (without harboring internal damage), then our findings may open new avenues to target this gene in novel sun protection strategies.

## Materials and methods

### Animals

BL6 WT and Cbl-b^−/−^ mice were obtained from the Institute of Molecular Biotechnology (IMBA) Vienna, Austria and held in our facility at the Medical University of Graz. All animals were maintained with alternating 12 h light and dark cycles, as well as controlled temperature and humidity in our facilities. Mice were shaved on the dorsal skin 1 day prior experimental procedures. All animal procedures were approved by the Federal Ministry of Science and Research, Austrian Government through protocol no. BMWF-66.010/0019-II/3b/2011. All methods were performed in accordance with the relevant guidelines and regulations.

### UVB irradiation of animals

Mice were exposed to a single dose of 80 mJ/cm^2^ of UVB. A Waldmann UV236B irradiation system equipped with two fluorescent CF-L 36 W/UV6 light tubes (emission range, 280–360 nm; peak, 324 nm; Waldmann Medizintechnik, Villingen-Schwenningen, Germany) was used for UVB irradiation, at a mean irradiance of 2.20 mW/cm^2^ at a distance of 15 cm and the irradiance of exposure was monitored by a calibrated Waldmann photometer. The applied UVB dose corresponded to approximately one minimal erythema dose, as determined by exposure to a series of UVB doses at the increments by factor of 1.4, as previously described^50^. To study the chronic effects, mice were exposed to repetitive UVB doses on alternate days for 23 days at a dose of 80 mJ/cm^2^ for 11 days and then at a dose of 220 mJ/cm^2^ from day 12 to 23 by using the same irradiation system. Skin inflammation was monitored by measuring the DSFT of dorsal skin with an engineer’s micrometer (Mitutoyo Corporation) and mice were killed 6 or 24 h after last UVB exposure for tissue collection. Noninvasive skin pigmentation was determined by skin reflectance spectroscopy on shaved dorsal skin with a DermaSpectometer (Cortex Technologies, DK).

### Humans skin samples

Paraffin-embedded materials were available for immunohistochemical stainings from a previous clinical study. In accordance with the study protocol (IRB approval number: 15–129 ex 93/94) healthy volunteers had been irradiated on their buttocks with solar simulated UV radiation equivalent to two times of the minimal erythema dose and skin biopsies had been taken 24 h after exposure.

### Histological evaluation

Epidermal hyperplasia was assessed on H&E-stained sections of dorsal skin by measuring the histologic thickness of the epidermis. SBCs were counted in the interfollicular epidermis of H&E-stained dorsal skin sections in at least 10 random fields (at a final magnification 20×). All measurements were performed in a blinded manner. Photographic images were acquired by using a DP71 digital camera (Olympus) attached to an Olympus BX51 microscope.

### Immunohistochemical and image analysis

Skin sections of mice were pretreated with EDTA at pH 8 and then incubated with antithymine dimer (clone KTM53; Kamiya Biomedical Co, Seattle, WA) (1:2000), anti-MMP12 (clone EP1261Y; Abcam ab52897) anti-IL-10 (clone JES5-2A5; Abcam ab189392) or anti-β-catenin monoclonal antibody (clone E247; Abcam, Oxford UK). Sections of human and mice skin were stained with anti Cbl-b (clone 246C5a; Abcam ab54362). The Dako K 5003 detection system (Dako, Glostrup, Denmark) was used for visualization according to the manufacturer’s instructions. Melanin determination was performed by standard Fontana-Masson staining (Ab1506669, Abcam, Oxford, UK) according to manufacturer instructions. To quantify CPDs, antibody-stained tissue sections were scanned on TissueFAXS system by TissueFAXS cell tissue analysis software (TissueGnostics GmbH, Vienna, Austria) and the epidermis was electronically dissected with ImageJ software for intensity measurement by TissueQuest software (TissueGnostics GmbH, Vienna, Austria).

### Quantitative RT-PCR

RNA was extracted from dorsal skin tissue using QIAGEN fibrous mini kit (QIAGEN) and cDNA was made by using First strand cDNA synthesis kit (Roche). Quantitative RT-PCR for IL-10 was performed on an Applied Biosystems 7900HT system by using RT. SYBR Green/ROX qPCR Master Mix (SABiosciences). The 2-ΔCt method was used to normalize the transcript to GAPDH.

### Microarray analysis

The Affymetrix Gene Chip Microarray platform was used for identifying genes that are transcriptionally influenced. We processed three biological replicates of dorsal skin RNA samples collected from WT and Cbl-b^−/−^ mice before and 24 h after exposure to a single dose of 80 mJ/cm^2^ UVB on the Affymetrix Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA) to determine the transcriptional profile. Total RNA was extracted as described above and checked for quality on the BioAnalyzer BA2100 (Agilent, Foster City, CA). For amplification, 400 ng of the total RNA was used with the Ambion Whole Transcript Expression Kit for Affymetrix GeneChip, Whole Transcript Expression Arrays (Life Technologies; Carlsbad, California). The first strand cDNA was created according to the manufacturer protocol, which then synthesized the second strand cDNA. During the following in vitro transcription, complementary RNA (cRNA) was generated. After purification, a second cycle of first strand cDNA synthesis was performed implementing dUTPs for fragmentation. RNaseH hydrolyzed the cRNA, followed by an enzymatic fragmentation and biotin-labeling (Affymetrix GeneChip Whole Transcript Terminal Labeling and Hybridization for use with Ambion Whole Transcript; Affymetrix, Santa Clara, CA, USA). We hybridized the fragmented samples overnight rotating the arrays at 60 rpm. After washing at the Affymetrix Genechip fluidics station 450, protocol FS450_0007 (Affymetrix GeneChip^®^ HT hybridization, Wash, and Stain Kit; Affymetrix, Santa Clara, CA, USA) the arrays were scanned with the Affymetrix Scanner GCS3000, AGCC (Command Console software AGCC 3.1.1) with default analysis settings for generation of CEL-files. The arrays were evaluated based on the internal array controls using Affymetrix Genexpression Console (1.1.2). Gene interaction analysis was done using the GeneMANIA webserver^51^. CEL-files were imported into Partek Genomic Suite v6.6 software (Partek Inc., St Louis, MO) for performing robust multichip average normalization including background correction, quantile normalization across all arrays, and median polished summarization based on log transformed expression values. A fold change of ±1.5 in gene expression was considered as differentially relevant. To gain insight into functional processes we used Ingenuity Pathway Analysis (IPA; Qiagen, Redwood City, CA). Differentially expressed genes in Cbl-b^−/−^ vs. WT mice before and after UVB irradiation were compared and plotted in a waterfall graph. Raw data is available on the Gene Expression Omnibus (GEO) database with the dataset number GSE79073.

### Statistical analysis

Data were expressed as mean ± SEM. Statistical differences among experimental groups were determined by using two-tailed unpaired *t* test or one-way ANOVA (for microarray analysis). Statistical significance was set at *P* < 0.05.

## Electronic supplementary material

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary table 1: Gene co-expression analyses

# Supplementary material for: Cbl-b deficiency provides protection against UVB-induced skin damage by modulating inflammatory gene signature
**Source:** Cell Death Dis. 2018 Aug 6;9(8):835. doi: 10.1038/s41419-018-0858-5
**Supplement:** Supplementary file 1 — Supplementary figure 1

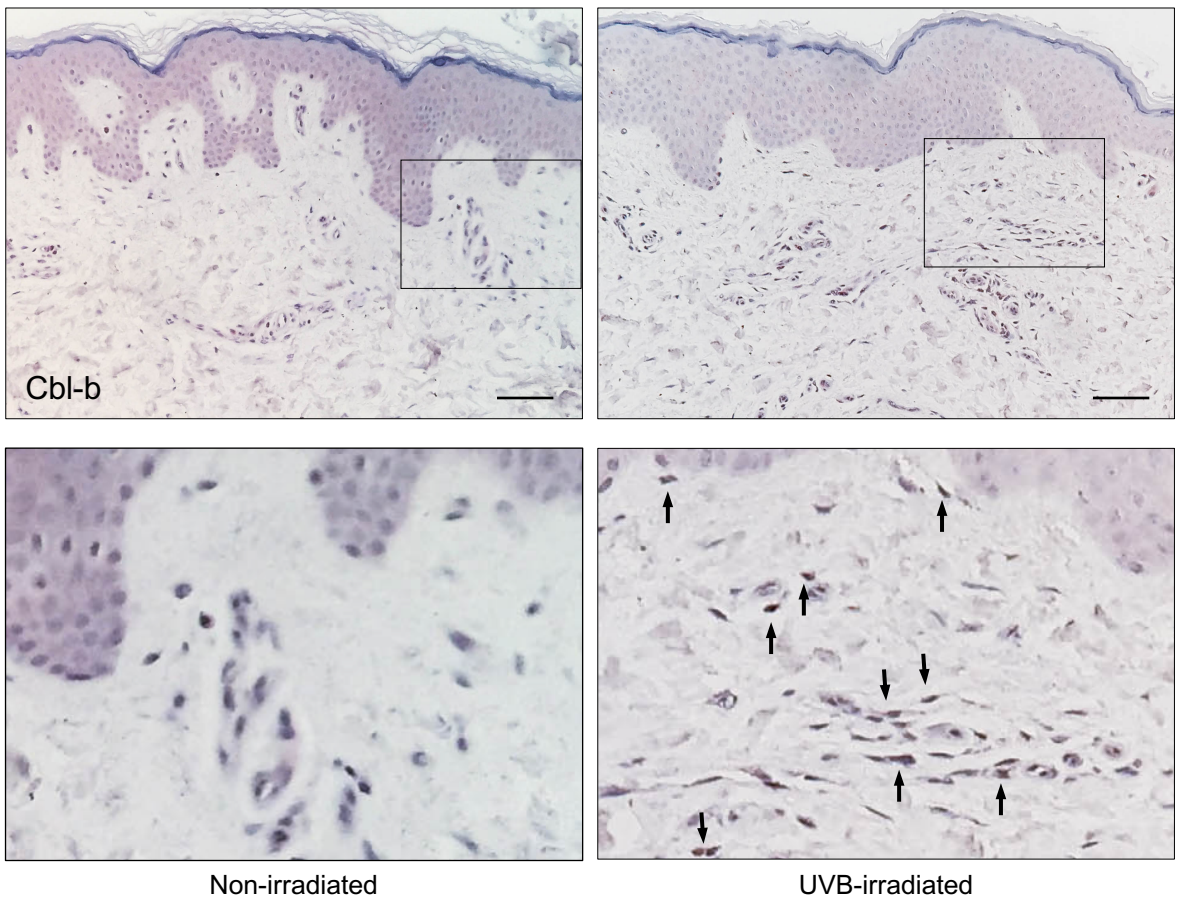

Supplementary figure 1: Paraffin sections of human skin 24h after UVB irradiation or non irradiated stained for Cbl-b. Marked squares of the upper panel are shown at higher magnification in the lower panel. Arrows indicate Cbl-b+ cells. Scale bar 50  $\mu$ m.

# Supplementary material for: Cbl-b deficiency provides protection against UVB-induced skin damage by modulating inflammatory gene signature
**Source:** Cell Death Dis. 2018 Aug 6;9(8):835. doi: 10.1038/s41419-018-0858-5
**Supplement:** Supplementary file 2 — Supplementary figure 2

Supplementary figure 2

A

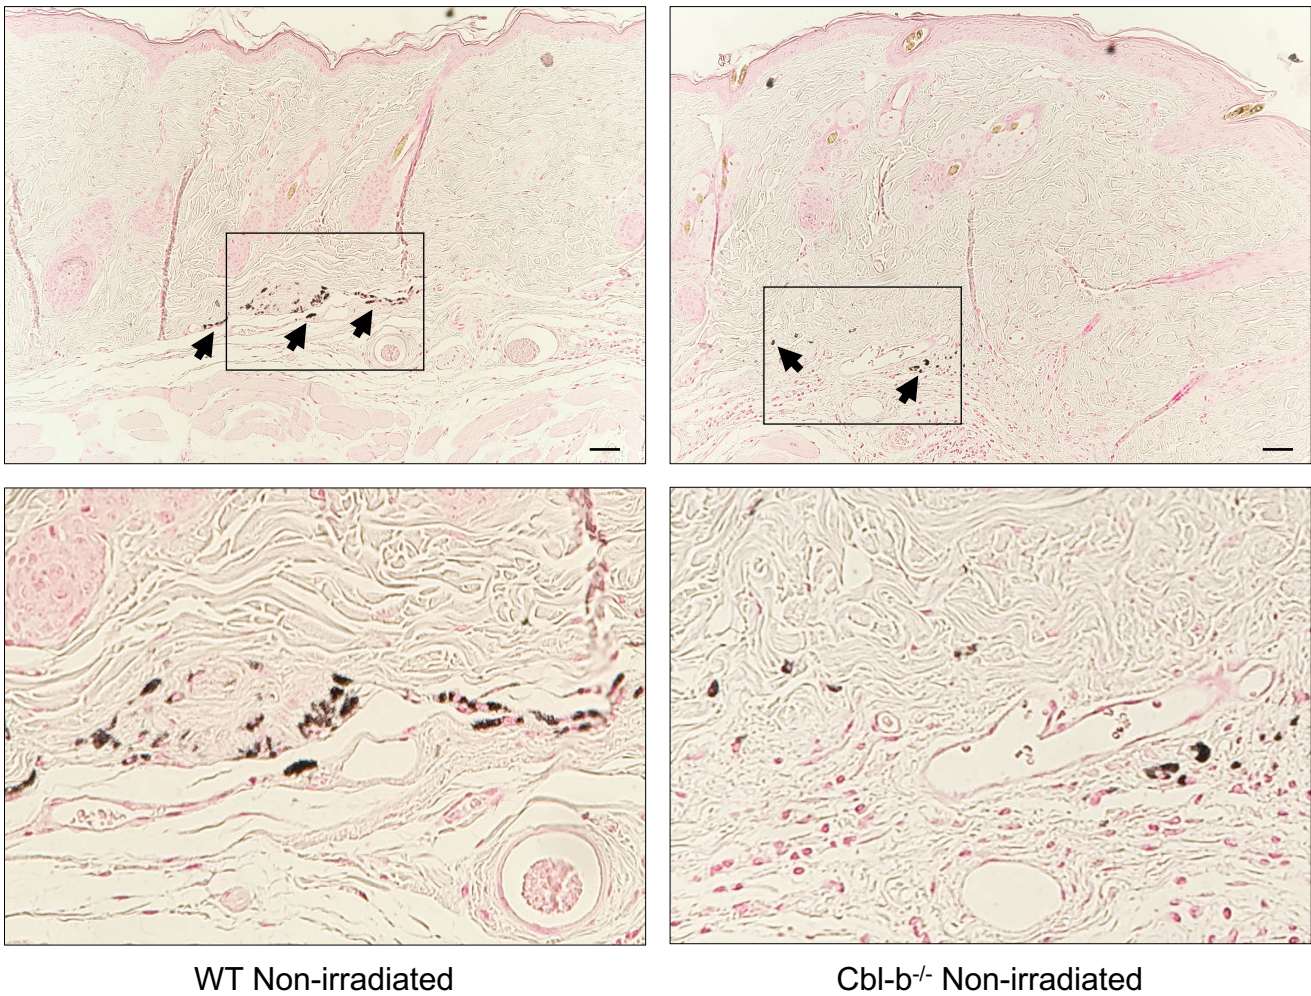

B

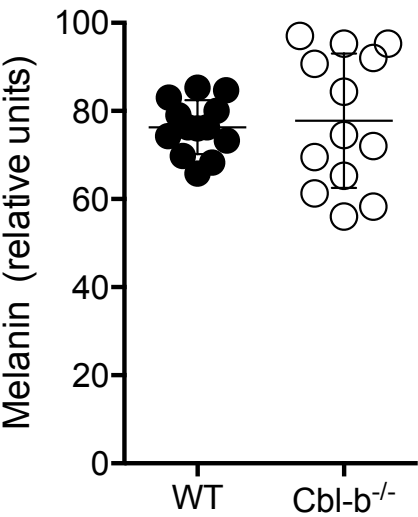

C

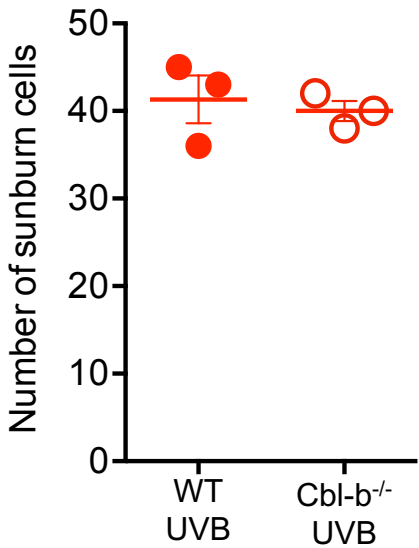

Supplementary figure 2: **(A)** Fontana-Masson stain of dorsal skin from non-irradiated WT and Cbl-b<sup>-/-</sup> mice. Marked squares of the upper panel are shown at higher magnification in the lower panel. Scale bar 50 μm. Arrows indicate melanin deposits. **(B)** Non invasive quantification of pigmentation (DermaSpectrometer, Cortex Technologies) of shaved dorsal skin of non-irradiated WT and Cbl-b<sup>-/-</sup> mice. **(C)** Number of SBCs at 6h after UVB irradiation.

# Supplementary material for: Cbl-b deficiency provides protection against UVB-induced skin damage by modulating inflammatory gene signature
**Source:** Cell Death Dis. 2018 Aug 6;9(8):835. doi: 10.1038/s41419-018-0858-5
**Supplement:** Supplementary file 3 — Supplementary figure 3

A

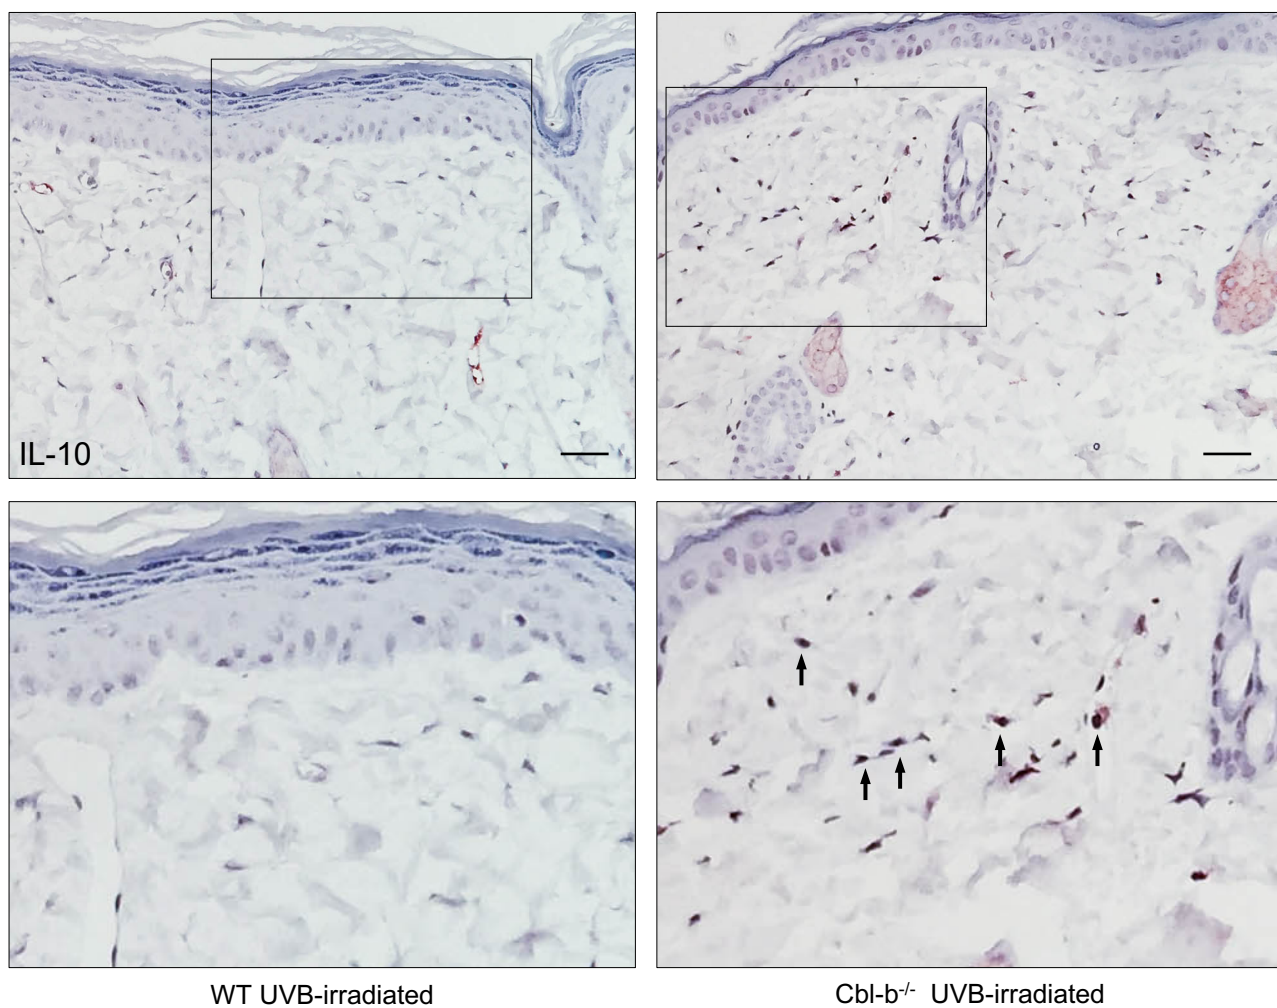

Supplementary figure 3: IL-10 stain of dorsal skin from UVB-irradiated WT and Cbl-b<sup>-/-</sup> mice. Marked squares of the upper panel are shown at higher magnification in the lower panel. Scale bar 50 μm. Arrows indicate IL-10<sup>+</sup> cells.

# Supplementary material for: Cbl-b deficiency provides protection against UVB-induced skin damage by modulating inflammatory gene signature
**Source:** Cell Death Dis. 2018 Aug 6;9(8):835. doi: 10.1038/s41419-018-0858-5
**Supplement:** Supplementary file 4 — Supplementary table 1: Gene co-expression analyses

Supplementary table 1: Gene co-expression analyses

| Categories                                                                                                                                                                             | Function              | Diseases or Functions Annotation       | p-Value | z-score | No. Genes | Genes                                                                                                                  |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------|----------------------------------------|---------|---------|-----------|------------------------------------------------------------------------------------------------------------------------|
| Cellular Movement, Immune Cell Trafficking                                                                                                                                             | Migration             | Leukocyte migration                    | 0.0021  | 2.17    | 9         | CBLB,Cxcl11,Defb8,F3,FLT4,MMP12,PROX1,RPL13A,TPSAB1/TPSB2                                                              |
| Cardiovascular System Development and Function, Cellular Movement                                                                                                                      | Migration             | Migration of endothelial cells         | 0.0174  | 1.97    | 4         | F3,FLT4,NR4A1,PROX1                                                                                                    |
| Cardiovascular System Development and Function, Cellular Development, Cellular Function and Maintenance, Cellular Growth and Proliferation, Organismal Development, Tissue Development | Proliferation         | Proliferation of endothelial cells     | 0.0135  | 1.95    | 4         | F3,FLT4,NR4A1,PROX1                                                                                                    |
| Cellular Movement                                                                                                                                                                      | Migration             | Migration of cells                     | 3E-05   | 1.91    | 18        | CBLB,Cxcl11,CYGB,Defb8,Erd1,F3,FLT4,FMOD,ITGB6,MMP12,NR1D1,NR4A1,PDCD4,PROX1,RPL13A,TIAM2,TPSAB1/TPSB2,WISP2           |
| Cell-To-Cell Signaling and Interaction, Hematological System Development and Function                                                                                                  | Activation            | Activation of blood cells              | 0.0076  | 1.72    | 7         | CBLB,CD300LB,F3,ITGB6,Saa3,SLC7A2,TPSAB1/TPSB2                                                                         |
| Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking                                                                                              | Cell movement         | Cell movement of leukocytes            | 0.0121  | 1.67    | 7         | CBLB,Cxcl11,Defb8,F3,MMP12,RPL13A,TPSAB1/TPSB2                                                                         |
| Cardiovascular System Development and Function, Cellular Movement                                                                                                                      | Cell movement         | Cell movement of endothelial cells     | 0.0044  | 1.54    | 5         | F3,FLT4,NR4A1,OSR1,PROX1                                                                                               |
| Cardiovascular System Development and Function, Organismal Development                                                                                                                 | Vasculogenesis        | Vasculogenesis                         | 0.0395  | 1.51    | 6         | CYGB,F3,FLT4,MMP12,NR4A1,PROX1                                                                                         |
| Cellular Movement                                                                                                                                                                      | Cell movement         | Cell movement                          | 8E-06   | 1.41    | 20        | CBLB,Cxcl11,CYGB,Defb8,Erd1,F3,FLT4,FMOD,ITGB6,MMP12,NR1D1,NR4A1,OSR1,PDCD4,PROX1,RPL13A,Saa3,TIAM2,TPSAB1/TPSB2,WISP2 |
| Hematological System Development and Function, Immune Cell Trafficking, Inflammatory Response                                                                                          | Activation            | Activation of leukocytes               | 0.019   | 1.41    | 6         | CBLB,CD300LB,ITGB6,Saa3,SLC7A2,TPSAB1/TPSB2                                                                            |
| Tissue Development                                                                                                                                                                     | Growth                | Growth of epithelial tissue            | 0.0068  | 1.30    | 7         | CYP7B1,F3,FLT4,MMP12,NR4A1,OSR1,PROX1                                                                                  |
| Cellular Growth and Proliferation                                                                                                                                                      | Proliferation         | Proliferation of cells                 | 0.015   | 1.20    | 20        | CBLB,CNTFR,CYGB,CYP7B1,Erd1,F3,FLT4,FMOD,ITGB6,MMP12,NR1D1,NR4A1,OSR1,PDCD4,PROX1,TIAM2,TLR6,TPSAB1/TPSB2,VSIG4,WISP2  |
| Cardiovascular System Development and Function, Cellular Movement                                                                                                                      | Movement              | Movement of vascular endothelial cells | 0.0016  | 1.19    | 4         | FLT4,NR4A1,OSR1,PROX1                                                                                                  |
| Carbohydrate Metabolism                                                                                                                                                                | Quantity              | Quantity of carbohydrate               | 0.007   | 1.13    | 6         | Gm15807/Hmgn5,NCEH1,NR4A1,PROX1,STEAP4,TPSAB1/TPSB2                                                                    |
| Cell-To-Cell Signaling and Interaction                                                                                                                                                 | Activation            | Activation of cells                    | 0.0009  | 1.12    | 10        | CBLB,CD300LB,F3,FMOD,ITGB6,NR4A1,Saa3,SLC7A2,TLR6,TPSAB1/TPSB2                                                         |
| Hematological System Development and Function, Inflammatory Response, Tissue Morphology                                                                                                | Quantity              | Quantity of phagocytes                 | 0.0113  | 1.09    | 5         | F3,FLT4,ITGB6,MMP12,STEAP4                                                                                             |
| Hematological System Development and Function, Inflammatory Response, Tissue Morphology                                                                                                | Quantity              | Quantity of macrophages                | 0.0029  | 1.07    | 4         | FLT4,ITGB6,MMP12,STEAP4                                                                                                |
| Inflammatory Response                                                                                                                                                                  | Inflammatory response | Inflammatory response                  | 0.003   | 1.01    | 8         | Cxcl11,Defb8,ITGB6,NR1D1,RPL13A,SLC7A2,TLR6,TPSAB1/TPSB2                                                               |

Note: Ingenuity pathway analysis (IPA®) of upstream regulators (Ingenuity, QIAGEN-Bioinformatics) to infer the most likely activation state of biological processes (as indicated by categories and function). The association of genes is estimated by the z-score, as calculated by statistical modeling of published data.

How the deposited data were processed for this re-analysis (not part of the article)

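Dorsal skin RNA of 3 Cbl-b-/- and 3 WT mice, taken 24 h after a single dose of 80 mJ/cm2 UVB, was measured on 6 Affymetrix Mouse Gene 1.0 ST arrays, 1 per mouse. The paper describes the replicates as biological. The paper's arrays of skin before irradiation were not analysed here. Each array was assigned to its genotype and replicate number from the submitters' labels, checked against the paper's methods and the legend of Fig. 2.

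The deposited table holds log2 values that the authors made by the robust multichip average (RMA: background correction, quantile normalization across arrays and a median polish for each transcript cluster) in Partek Genomics Suite. The paper's methods give version 6.6, and its Fig. 2 legend and the submitters' processing notes give 6.5. The submitters' processing notes also name Affymetrix Expression Console, for which the paper gives version 1.1.2. The paper's methods give the quantile normalization as taken across all arrays, and describe arrays of skin before and 24 h after UVB. Whether all of these went into the deposited values in a single run was not checked. The base of the logarithm was checked against the fold changes the paper states for Saa3, Nr1d1 and Defb8. All 6 columns of values were used as deposited. Of the 35556 transcript clusters, 21789 carry 1 gene symbol (19938 distinct symbols), 1621 carry several and 12146 carry none. Any internal controls of the array among those with none were not set apart, in the counts or in the adjustment of p. No gene was named from a transcript cluster with several symbols. Chromosomes and neighbours came from a gene table of GRCm38.p6 in which 21698 of the transcript clusters with 1 symbol were found. The values of 476 transcript clusters repeat those of another. For arrays, depth is set by the number of arrays, which limits the precision of every value.

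The genotypes were compared as Cbl-b-/- minus WT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), and p-values were adjusted by the method of Benjamini and Hochberg over all transcript clusters. The moderated test had 6.52 degrees of freedom. The study's thresholds, a p under 0.05 and a difference of at least 1.5-fold, were counted on the same fit. The paper does not state whether its p was adjusted, and it was read as unadjusted. The paper names a one-way analysis of variance per row for its arrays. Whether it covered 2 or 4 groups is not stated; the form with 2 groups was run on the same values as the methods' test. A gene with several transcript clusters was read from the one with the highest mean. Gene lists of the paper's own groups, of repair, apoptosis, Wnt signaling, proliferation, inflammation, small RNAs and the cell types of skin were fixed before the data were examined, although the genes shown in the paper's text and figures had been seen by then. Lists of at least 5 measured genes (40 of them) were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, and again with the correlation estimated and with fry. Counts near Cblb were compared with Fisher's exact test, two-sided, within 20 Mb of Cblb. The number of transcript clusters and lists past each threshold was also counted for the 10 splits of the 6 arrays into 3 and 3.

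Genes were named by a rule fixed before the data were examined: every gene the paper names in its text, Fig. 2d or Supplementary Table 1; the 10 highest and 10 lowest among transcript clusters with 1 symbol that met the study's thresholds without overlap between the genotypes; in each list the members that met the thresholds or else the first 2 members; and members of the small nucleolar RNA, major urinary protein and Y, vault, 7SK and U RNA families, some of which Fig. 2a shows. Values in the paper's figure had been seen when the rule was written. Not every gene that the rule covers is printed. Dubr, Alcam, Abhd10, Tm4sf19, Tmem267, Parp1, Lig3 and Cdk7 fall outside the rule and were chosen after their values were seen. Gas5, Rps12 and Rps3a1 fall outside it as well. They come from the test of host genes, which was chosen after the results were seen.

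The procedure was tested on simulated data with 3 arrays against 3 in which 200 of 35556 transcript clusters were changed. Limma found 60 of 66 changed 4-fold, 47 of 67 changed 2-fold and 22 of 67 changed 1.5-fold at an adjusted p under 0.05, with 3 unchanged ones. At the study's thresholds it found 66, 67 and 37, with 277 unchanged ones, and the methods' test passed 161 unchanged ones. Of the lists, all 2 that were shifted were called, and 0 that were not. That count does not measure false list calls in the real data. There the estimated correlation reached 0.944 (hair follicle genes), and the other splits of the arrays called 11 to 19 lists. Alternatives set before the data were examined were a filter on dim transcript clusters, only transcript clusters with 1 symbol, an intensity trend with robust priors, array weights, median centring, cyclic loess, the methods' test, the replicate number as a block, a 2-fold threshold, other set tests, other windows around Cblb and leaving out each array in turn. Left out were any comparison with skin before irradiation and any value for a single gene that shares its transcript cluster.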

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

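The tests of the other lymphatic genes, of the host genes and of other short RNAs were chosen after the results were seen, and the tests of the region around Cblb, of a substrain deletion and of other splits of the arrays before.

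Dubr, a gene on chromosome 16 within 20 Mb of Cblb that the paper does not discuss, was lower in Cbl-b-/- skin (log2 fold change −0.94, adjusted p = 0.0816 from limma), and 3 other genes within 20 Mb of Cblb met the study's thresholds (Slc15a2 and Abhd10 lower, Tm4sf19 higher). Calls were more frequent there than elsewhere without Cblb itself (4 of 237 against 99 of 21460, odds ratio 3.70, Fisher's exact p = 0.0265, 95% interval 0.98 to 9.91), so DNA of another strain carried along with the targeted gene may account for these 4 genes, for which an effect of Cbl-b on their expression stays open and untested. The odds ratio was 2.61 (Fisher's exact p = 0.115) without Cbl-b-/- replicate 3 and 3.37 (Fisher's exact p = 0.124) within 10 Mb. Alcam, the 1 measured gene within 1 Mb of Cblb, was not called (−0.40, standard error 0.29). Of the 4 genes, Abhd10 missed the thresholds without Cbl-b-/- replicate 3 (−0.58) and with array weights (−0.56). Tm4sf19 missed them without Cbl-b-/- replicate 2 (0.53). As to the count as a whole, 10 splits of 3 arrays against 3 are too few for a share under 0.05: the real split gave 434 transcript clusters at the study's thresholds and the highest other split 544, and 2 splits, the real one included, gave at least 434. At an adjusted p under 0.05 the real split gave 1 and the highest other 0 (1 split as large, the real one), and in gene lists past the set test 15 against 19 (4 splits as large, the real one included).

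Mmrn1 (log2 fold change −2.89, a lower bound in size) was lower in Cbl-b-/- skin, while Nnt was higher (1.21), and the paper discusses Nnt but not Mmrn1. Fewer lymphatic endothelial cells, which express Mmrn1, are argued against by the other 13 lymphatic genes, whose median log2 fold change was 0.14 with 2 of them higher and 0 lower at the study's thresholds. A difference of substrain may account for both genes, since C57BL/6J mice carry a deletion in Nnt and another C57BL/6 substrain lacks a segment with Mmrn1; the paper calls its mice BL6 and gives no substrain. The neighbouring gene lost with that segment has 0 transcript clusters of its own among those used here and gives no value, so the substrain and the genotype cannot be told apart. An effect of Cbl-b deficiency on both genes stays open as well and was not tested.

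Small nucleolar RNAs were lower in Cbl-b-/- skin: 45 of 54 had a log2 fold change below 0, the median was −0.22, and 9 met the study's thresholds as lower, of which Snord87 (−1.18), Snord35a (−1.12), Snord47 (−1.12) and Snord33 (−0.99) also met them without each array in turn. Of the 9, 6 also met the thresholds in the methods' test, and Snora33, Snord104 and Snord118 did not. The set test gave an adjusted p = 2.9e-12, but an adjusted p = 0.68 with an estimated correlation, and the median level in Cbl-b-/- replicate 2 (7.63) was above that in WT replicate 1 (7.61). The 66 other short RNA genes brighter than the median transcript cluster were not lower, with a median log2 fold change of 0.092 (SD 0.185 across genes). Of these, 62 are microRNAs and 4 small nuclear RNAs, and whether they report the yield of short RNAs was not tested. In the list of 9 Y, vault, 7SK and U RNAs, Rny1 (−1.66), Rny3 (−0.75) and Vaultrc5 (−1.03) were lower too, and 6 did not meet the thresholds. The median level of small nucleolar RNAs ranged over 0.213 within Cbl-b-/- and 0.219 within WT arrays, against a difference of 0.221 between the genotypes. A lower yield of short RNAs, or of some of them, therefore stays open. Lower transcription of host genes is argued against, by a small margin, for the 28 of the 54 that have a measured host (median −0.17). Their 24 host genes had a median log2 fold change of −0.020 (SD 0.13). The gap between these medians only narrowly exceeds that SD, under a rule set after the values were seen. An earlier rule had left the question open. For the 9 it cannot be told apart from other causes, because their 3 measured host genes, at a median of −0.12 (SD 0.24), are too few. Of these hosts, Gas5, the host of Snord47, had a log2 fold change of −0.52 (standard error 0.15), which stayed under the study's fold threshold. Rps12 (−0.12, standard error 0.10) and Rps3a1 (−0.10, standard error 0.098) differed little. An effect of the genotype on these RNAs may also account for the values and was not tested.

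One transcript cluster, 10341070, passed an adjusted p under 0.05 in limma and carries no gene symbol, with a log2 fold change of −4.10. Whether it is one of the array's internal controls was not checked, so it may not measure a gene. The list of 17 measured T cell genes was higher (median log2 fold change 0.12, adjusted p = 0.00491 from the set test), with 0 at the study's thresholds, Cd3d at 0.29 and Cd3e at −0.040. That call was lost with an estimated correlation (adjusted p = 0.68), with fry (0.142) and with dim transcript clusters left out (0.0808). The list of 9 measured Schwann cell and nerve genes was higher (median log2 fold change 0.17, adjusted p = 0.0189), with 0 at the study's thresholds, Mbp at 0.30 and Pmp22 at 0.24, and its call was lost with an estimated correlation (adjusted p = 0.68), with fry (0.0919) and without WT replicate 3 (0.0795). In the list of Y, vault, 7SK and U RNAs (U3, U5, U6, U7 and U12) 3 of 9 measured were lower (Rny1, Rny3 and Vaultrc5), with a median log2 fold change of −0.066, adjusted p = 0.00454, and 0.68 with an estimated correlation.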

How the results depend on the processing

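Alternatives added after seeing the data are the methods' test on transcript clusters with 1 or several symbols, 1 transcript cluster per gene symbol and the omission of repeated values; all others were planned. No named gene that met the study's thresholds turned its direction under the alternatives run for single genes. Of the 36 such genes that the paper names, all 36 also met them with the replicate block, with median centring and with an intensity trend. After cyclic loess 34 met them, with array weights 28, with dim transcript clusters left out 28, and without each array 25 (without WT replicate 3) to 36. All 36 met them in the methods' test as well. The paper chose these genes by p on these samples, so passing that test is not independent evidence. With 1 array left out, a group of 2 arrays is tested with the spread pooled by limma. Except where fewer transcript clusters were tested or a stricter threshold was set, the cause was not tested. Of the 434 transcript clusters, 176 lie above the median intensity; what signal over background limits was not tested further.

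At an adjusted p under 0.05, 1 transcript cluster passed in limma, 9 with dim ones left out, 0 among those with 1 symbol, 12 with array weights, 2 in the methods' test, 0 in the methods' test on those with 1 or several symbols, 0 with 1 per gene symbol, and 1 to 2 when each array was left out. At the study's thresholds, against 434 (98 higher, 336 lower), the count was 176 (45, 131) with dim ones left out, 111 (47, 64) with 1 symbol, 267 (54, 213) in the methods' test, 99 (27, 72) in the methods' test with 1 or several symbols, 99 (47, 52) with 1 per gene symbol and 116 (12, 104) at 2-fold. With the replicate block it was 453. In a separate check of pairing, r between arrays of the same number was 0.233, 0.0924 and 0.247 for replicates 1, 2 and 3. The replicate numbers did not pair the arrays under a rule that asked for r over 0.1. For each number, however, the highest r was with its own number, so a pairing stays open. Leaving out each array gave 428 to 790 (98 to 212 higher, 330 to 578 lower), the highest without Cbl-b-/- replicate 2; without WT replicate 1, 184 were higher.

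Of the gene lists, 15 passed camera, 0 with an estimated correlation, 0 with fry in one direction, 2 with fry in either direction and 8 with dim transcript clusters left out. The Wnt components list (median 0.077) lost its call with an estimated correlation, with fry in one or either direction and with the mean of all transcript clusters of a symbol (0.077 in each). The call was also lost with dim ones left out (median 0.074, adjusted p = 0.0808 from the set test) and in 4 of the 6 fits without an array. The medians of those 6 ran from 0.046 to 0.14, the highest without WT replicate 3, where the call was kept. The test's direction or the median's sign also turned, short of the test's threshold, for p53 targets (0.059 with fry and with dim ones left out), neutrophil genes (0.00096 with fry, −0.21 with dim ones left out, −0.0068 after median centring, −0.053 after cyclic loess) and macrophage genes (−0.043 with fry, −0.064 after cyclic loess). Without each array in turn, the sign or the test's direction turned at least once for these lists, whose medians ranged as follows: p53 targets −0.043 to 0.096, oxidative stress −0.050 to 0.048, Wnt targets −0.11 to 0.082, base excision repair −0.037 to 0.021, pro-apoptosis −0.057 to 0.019, Langerhans and dendritic cell −0.034 to 0.15, cell cycle −0.30 to 0.075, stress keratins −0.53 to 0.095, keratinocyte −0.055 to 0.13, cytokines −0.094 to 0.12, interferon −0.12 to 0.33, circadian 0.043 to 0.23, γδ T cell −0.13 to 0.091, NK cell 0.0082 to 0.076, neutrophil −0.55 to 0.20, macrophage −0.17 to 0.077, melanocyte −0.68 to 0.14, hair follicle −0.95 to 0.60, sebaceous −0.19 to 0.11, muscle −0.37 to 0.11, fibroblast 0.029 to 0.11 and ribosomal −0.039 to 0.015. Lists that passed the test only under an alternative were, as lower, stress keratins (adjusted p = 2.8e-08 without Cbl-b-/- replicate 2, 0.0484 with the replicate block), neutrophil genes (0.00014 without Cbl-b-/- replicate 2), muscle genes (0.000532 to 0.0167 without Cbl-b-/- replicate 1, Cbl-b-/- replicate 3 or WT replicate 3), sebaceous genes (0.0169 without Cbl-b-/- replicate 1) and Wnt targets (0.0153 without WT replicate 1), and, as higher, adipocyte genes (8.9e-10 without Cbl-b-/- replicate 2, 0.0104 without WT replicate 1, 0.0413 with the replicate block, 0.0225 after cyclic loess), interferon-induced genes (0.000314 without Cbl-b-/- replicate 3, 0.000438 without WT replicate 1), regulatory T cell genes (0.0413 with the replicate block, 0.00858 without Cbl-b-/- replicate 3, 0.038 without WT replicate 2), circadian genes (0.0209 without Cbl-b-/- replicate 2), keratinocyte genes (0.0248 without WT replicate 2), cytokine genes (0.0478 without Cbl-b-/- replicate 3) and macrophage genes (0.0458 without WT replicate 1). Hair follicle genes passed in both directions, lower with the replicate block (0.0318) and without Cbl-b-/- replicate 3, WT replicate 1 or WT replicate 2 (1.8e-05 to 0.00863), and higher without WT replicate 3 (4.9e-10). Lymphatic genes and the Cbl family passed with fry in either direction (0.000431 and 0.000913).

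The odds ratio on chromosome 16 with Cblb itself counted (2.17, Fisher's exact p = 0.0845; 1.86 and p = 0.151 without Cblb) was 2.42 with dim ones left out, 3.40 in the methods' test and 2.31 with the replicate block, all past 0.05, and 1.16 to 3.05 without each array; within 20 Mb of Cblb (3.70) it was 3.37 within 10 Mb, no longer past 0.05, and 2.24 to 5.69 without each array. Genes below the thresholds whose sign turned were Apc (0.0014 with array weights; −0.045 to 0.029 without each array), Krt25 (0.31; −1.14 to 1.80), Krt27 (0.31; −1.06 to 1.56), Mmp13 (0.19; −0.58 to 0.74), Nthl1 (−0.0067 after cyclic loess; −0.058 to 0.12), Cd3e (−0.14 to 0.14) and Lef1 (−0.98 to 0.45).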

Differences from the paper's values

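The paper reports 94 genes at a p under 0.05 and a 1.5-fold difference, and does not state whether that p was adjusted. With the p read as unadjusted, 434 transcript clusters met these thresholds in limma on the deposited values, most of them without a gene symbol. Of the alternatives set before the data were examined, only transcript clusters with 1 gene symbol (111) and a 2-fold threshold (116), which is not the paper's threshold, gave a count within 1.5 times the paper's. The others did not: dim transcript clusters left out (176), the methods' test (267), an intensity trend with robust priors (434), median centring (443), the replicate block (453), cyclic loess (479), array weights (552) and leaving out each array in turn (428 to 790). Settings chosen after seeing the values came closer. The methods' test over transcript clusters with 1 or several gene symbols gave 99, and limma on 1 transcript cluster per gene symbol gave 99. Both kept all 36 of the paper's genes called in limma and so dropped 0 of them. The paper chose these genes by p on these samples, so keeping them is not independent evidence for either setting. Counting the calls of the fit on all transcript clusters once per gene symbol, also chosen after seeing the values, gave 94 in limma but 57 in the methods' test. Counting only those with 1 symbol gave 63 in the methods' test, limma over 1 or several symbols gave 151, and leaving out transcript clusters with repeated values gave 403.

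The fold differences the paper states for irradiated skin were matched on the same scale: Saa3 4.45-fold lower, Nr1d1 1.66-fold higher and Defb8 5.38-fold lower. For Defb8 the value was 8.41-fold with array weights. It ran from 3.80-fold (without WT replicate 2) to 8.12-fold (without WT replicate 3) when each array was left out.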

Other observations

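Mast cell genes were higher in irradiated Cbl-b-/- skin as a list: 18 of 20 measured genes had a log2 fold change above 0, with a median of 0.39 (adjusted p = 1.34e-05 from the set test, 0.68 with an estimated correlation), and the tryptase gene Tpsb2, which the paper also names, met the study's thresholds. The median level was 6.04 to 6.57 in Cbl-b-/- arrays and 5.68 to 6.07 in WT arrays. Immediate early genes were higher as a list (21 of 24 above 0, median 0.18, adjusted p = 0.00119, 0.722 with an estimated correlation), with Fosb (0.81, standard error 0.27) and Nr4a1 at the thresholds. Endothelial genes (median 0.17, adjusted p = 0.00652, 0.831 with an estimated correlation), B cell genes (0.14, 0.0389 and 0.722) and Langerhans and dendritic cell genes (0.10, 0.0389 and 0.831) were also placed higher, with 0 members at the thresholds. Placed lower were NF-κB targets (−0.17, adjusted p = 0.00652, 0.831 with an estimated correlation), where Ptgs2 (0.84), the inducible cyclooxygenase, stood the other way, anti-apoptosis genes (−0.11, 0.0134 and 0.68) and melanocyte genes (−0.36, 0.032 and 0.893). Leaving out 1 array ended the call of immediate early genes (adjusted p = 0.051 without WT replicate 1), endothelial genes (0.564 without WT replicate 3), B cell genes (0.0733 to 0.248 without Cbl-b-/- replicate 1, Cbl-b-/- replicate 3 or WT replicate 1), Langerhans and dendritic cell genes (0.113 to 0.439 without Cbl-b-/- replicate 1, Cbl-b-/- replicate 3 or WT replicate 3), NF-κB targets (0.426) and anti-apoptosis genes (0.113), both without Cbl-b-/- replicate 3, and melanocyte genes (0.19 without Cbl-b-/- replicate 1, and a median of 0.14 without WT replicate 3), and did not end that of mast cell genes. Fosb and Ptgs2, and below Cd209a, Hmox1, Ccl24, Aqp7, Myh2 and Crabp1, missed the thresholds in the methods' test and without at least 1 array. Lists past the preset test numbered 15 of 40, 8 higher and 7 lower, and 0 after adjustment with an estimated correlation.

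Lymphatic endothelial genes had 2 members higher (Flt4 and Prox1, both in the study's own lists) and 1 lower (Mmrn1) at the study's thresholds, and these 3 of 14 passed when adjusted over the list alone. Among 32 macrophage genes, Vsig4 and Mmp12 were higher and Cd209c and Cd209a lower, with a list median of −0.043. Il10, measured as RNA, averaged 4.68 ± 0.19 (SD, n = 3) in Cbl-b-/- and 4.84 ± 0.23 (SD, n = 3) in WT skin, and the paper reports higher IL-10 staining, which is a measure of protein. Il18 had a log2 fold change of 0.23 (standard error 0.26) and Mmp13 of −0.099 (standard error 0.70). The arrays differed in levels of hair follicle genes: Krt25 reached 10.94 in WT replicate 3 against 5.02 to 7.88 in the Cbl-b-/- arrays, and Krt27 10.60 against 5.66 to 7.87. Cbl-b-/- replicate 2 had the highest median level of stress keratin genes (10.32, against 8.14 to 9.06 in the others) and of neutrophil genes (8.15, against 5.70 to 7.74).

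The other lists did not pass the set test after adjustment. Their median log2 fold changes were 0.059 for p53 targets, −0.045 for pro-apoptosis genes, −0.014 for oxidative stress genes (Hmox1 higher, 0.63), −0.19 for stress keratins, 0.067 for keratinocyte genes, 0.095 for matrix remodeling genes, 0.050 for cytokine genes (Ptgs2 higher, and Ccl24, 0.77), 0.053 for interferon-induced genes, 0.19 for regulatory T cell genes, −0.086 for γδ T cell genes (5 of 12 measured), 0.060 for NK cell genes, 0.00096 for neutrophil genes, −0.25 for hair follicle genes, −0.061 for sebaceous genes, 0.31 for adipocyte genes (Aqp7 higher, 1.02), −0.15 for muscle genes (Myh2 higher, 0.85), 0.11 for fibroblast genes (Crabp1 higher, 0.69), −0.078 for the Cbl family and its partners and −0.015 for ribosomal protein genes. For p53 targets, γδ T cell genes and neutrophil genes the set test's direction is opposite to the median's sign. Lists with fewer than 5 measured genes were not tested: 2 red blood cell genes, 4 sex-linked genes and 3 major urinary protein genes had 0 members at the study's thresholds in limma, with 0 in each at an unadjusted p under 0.05 in limma and in the methods' test. Near Nnt on chromosome 13, Tmem267 was lower (−0.64, standard error 0.11). It missed the study's thresholds without WT replicate 3 (−0.555) and with array weights (−0.551). Transcript clusters annotated to several genes of the Tmem254 family had log2 fold changes of −1.17 to −1.13 (adjusted p = 0.0782 from limma), and those of the Plac9 family of −1.05 to −0.996. Of 3 such transcript clusters of the Trgv family, those at −0.76 and −0.60 met the study's thresholds in limma and in the methods' test, and that at −0.51 did not.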
